# Stimulation of Host Immune Defenses by a Small Molecule Protects *C. elegans* from Bacterial Infection

**DOI:** 10.1371/journal.pgen.1002733

**Published:** 2012-06-14

**Authors:** Read Pukkila-Worley, Rhonda Feinbaum, Natalia V. Kirienko, Jonah Larkins-Ford, Annie L. Conery, Frederick M. Ausubel

## Abstract

The nematode *Caenorhabditis elegans* offers currently untapped potential for carrying out high-throughput, live-animal screens of low molecular weight compound libraries to identify molecules that target a variety of cellular processes. We previously used a bacterial infection assay in *C. elegans* to identify 119 compounds that affect host-microbe interactions among 37,214 tested. Here we show that one of these small molecules, RPW-24, protects *C. elegans* from bacterial infection by stimulating the host immune response of the nematode. Using transcriptome profiling, epistasis pathway analyses with *C. elegans* mutants, and an RNAi screen, we show that RPW-24 promotes resistance to *Pseudomonas aeruginosa* infection by inducing the transcription of a remarkably small number of *C. elegans* genes (∼1.3% of all genes) in a manner that partially depends on the evolutionarily-conserved p38 MAP kinase pathway and the transcription factor ATF-7. These data show that the immunostimulatory activity of RPW-24 is required for its efficacy and define a novel *C. elegans*–based strategy to identify compounds with activity against antibiotic-resistant bacterial pathogens.

## Author Summary

Infections with antibiotic-resistant bacterial pathogens are increasing at an alarming rate, and there are very few new therapies currently being developed. We have identified a small molecule that protects the nematode *C. elegans* from bacterial infection by stimulating the host immune response, not by directly interfering with bacterial growth, which is the mechanism employed by all currently available antibiotics. In this study, we investigate the mode of action of this small molecule and demonstrate that it stimulates the expression of immune effector molecules via evolutionarily conserved immune regulators. These studies illustrate the potential of targeting host immunity for the treatment of bacterial infections and the advantages that *C. elegans* offers both to identify small molecules that target key cellular processes and to study their mechanism of action.

## Introduction

Studies in the model nematode *Caenorhabditis elegans* have greatly expanded our understanding of development, neurobiology, host-pathogen interactions, and many other aspects of metazoan biology. Here we show that *C. elegans*-based assays enable the identification of immunostimulatory compounds, which can be employed together with genetic analyses to interrogate innate immune signaling pathways.

Previously, we demonstrated that *C. elegans* can be used in bacterial infection assays to identify novel antimicrobials [1]–[3]. Fifteen to twenty *C. elegans* animals fit comfortably in the wells of standard 384-well assay plates and the assay can be automated using image analysis software, which enables such studies to be conducted in high-throughput [1]. Using this system, we tested 37,214 compounds and identified 119 small molecules that prolonged the lifespan of nematodes infected with the Gram-positive human bacterial pathogen *Enterococcus faecalis* [1].

We hypothesized that the *C. elegans*-based screen for novel anti-infectives would identify small molecules that cure nematodes by stimulating the host innate immune response, in addition to compounds that block microbial virulence or directly inhibit bacterial growth [1]. In nature, nematodes consume bacteria for food and have evolved sophisticated innate immune mechanisms within their intestinal epithelium to defend against ingested pathogens [4]. *C. elegans* mount specific immune responses toward both bacterial and fungal pathogens using immune signaling mediators that are strongly conserved throughout evolution [5]–[10]. Principal among these regulators is the NSY-1/SEK-1/PMK-1 Mitogen Activated Protein (MAP) kinase pathway, orthologous to the ASK1 (MAP kinase kinase kinase)/MKK3/6 (MAP kinase kinase)/p38 (MAP kinase) pathway in mammals [10]. In *C. elegans*, the p38 MAP kinase pathway acts cell autonomously in the intestine [11] to coordinate the expression of immune effectors such as C-type lectins and genes that may encode antimicrobial peptides [8]. Recently, Shivers et al. found that the transcription factor ATF-7, an ortholog of mammalian ATF2/ATF7, is phosphorylated by the p38 MAP kinase PMK-1 and is also required for defense against ingested bacterial pathogens [12].

In this study, we describe a small molecule named RPW-24 that strongly stimulates the innate immune response of *C. elegans* in a manner that confers a survival advantage for nematodes during bacterial infection. We show that the activity of this compound is partially dependent on the *C. elegans* p38 MAP kinase cassette and ATF-7. These data demonstrate that *C. elegans* can be used in facile *in vivo* screens to identify compounds with desirable biological activities.

## Results

### A Compound with Curing Activity in a Live Animal Infection Model Is Not a Traditional Antibiotic

In a previous study, we screened 37,214 small molecules for those that prolonged the lifespan of *C. elegans* infected with the Gram-positive bacterial pathogen *E. faecalis* as a means to identify novel antimicrobials [1]. Of 119 compounds identified, 31 did not have any structural relationship to known antimicrobials and ten of these small molecules were effective against *E. faecalis* in the *C. elegans* infection model at doses that did not inhibit growth of the pathogen in an *in vitro* growth assay [1]. In contrast, all currently available antibiotics interfere with some aspect of bacterial growth or metabolism. In the *C. elegans*-based assay, traditional antibiotics, such as tetracycline, ciprofloxacin, ampicillin, and vancomycin, cured *E. faecalis*-infected nematodes only at doses several fold higher than the *in vitro* minimum inhibitory concentration (MIC) for bacterial growth [2]. We therefore hypothesized that a subset of these 31 small molecules conferred a survival advantage to infected worms by either stimulating the host immune response of *C. elegans* or by interfering with virulence factor production in the bacteria.

We reasoned that a small molecule, which demonstrated curing activity against diverse bacteria without directly affecting bacterial growth, would be a candidate immunostimulator. It would be less likely for such a compound to be a specific inhibitor of bacterial virulence determinants given the complex and presumably pathogen-specific nature of these factors. We therefore screened the 31 compounds described above that did not have any structural relationship to known antimicrobials for those that prolonged the lifespan of nematodes infected with *Pseudomonas aeruginosa*, a Gram-negative pathogen, at doses lower than the *in vitro* MIC for *P. aeruginosa*. We found that eight of the 31 small molecules demonstrated *in vivo* efficacy against nematodes infected with *P. aeruginosa* (Table 1, Figure 1A and Figure S1) at doses several fold lower than the *in vitro* MIC for these compounds against *P. aeruginosa*. Indeed, four of the tested compounds did not affect the growth of *P. aeruginosa* at any concentration tested (Table 1).

**Figure 1:**
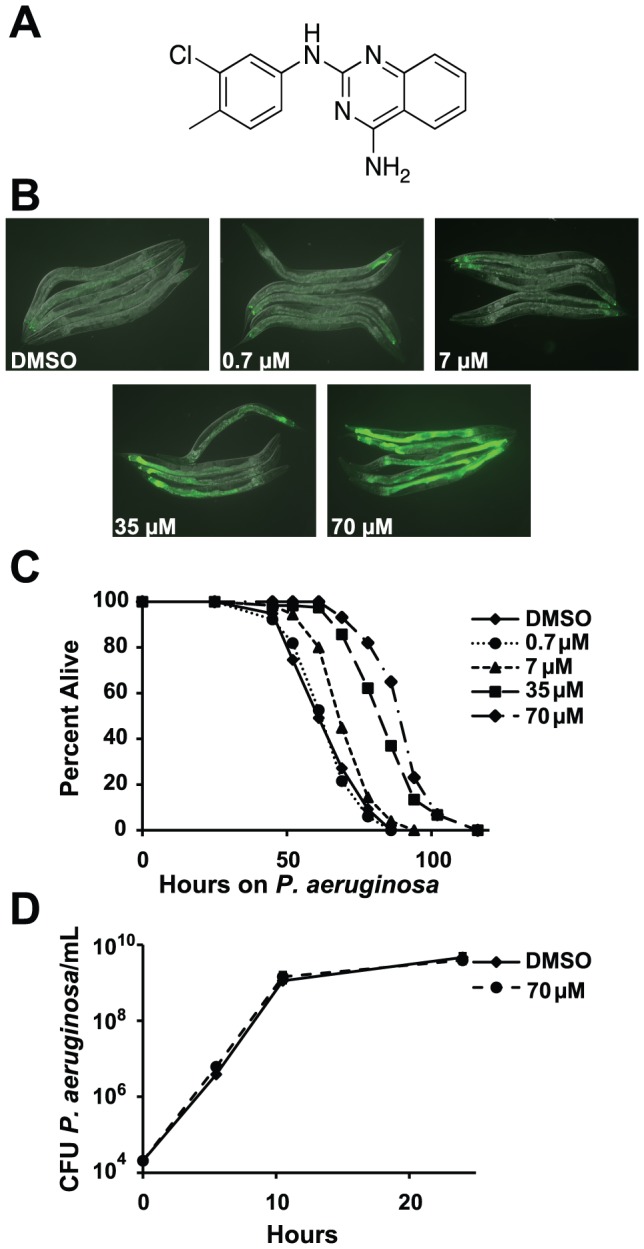
RPW-24 activates *F35E12.5::GFP* and prolongs the lifespan of *C. elegans* infected with *P. aeruginosa* without affect growth of the pathogen. (A) The chemical structure of 2-N-(3-chloro-4-methylphenyl) quinazoline-2,4-diamine, which we have named RPW-24. (B) Fluorescence microscopy images of GFP expression from *C. elegans acIs101* animals, which express a *F35E12.5::GFP* transgene, exposed to the indicated concentration of RPW-24 or DMSO, the solvent control, for 16 hours at 15°C. Green is GFP expression. (C) *P. aeruginosa* infection assay of wild-type nematodes exposed to different concentrations of RPW-24 compared to DMSO. The lifespan extension conferred by 70, 35 and 7 µM RPW-24 compared to DMSO treatment is significant in two biological replicates (*P*<0.0001). Data at each time point are the average of three plates per strain, each with approximately 50 animals per plate (sample sizes are given in Table S2). Data are representative of two independent experiments. (D) RPW-24 does not affect the growth of *P. aeruginosa* in the same media used for the *C. elegans* infection assay (slow-kill media). Data are the average of two biological replicates with error bars representing standard deviation.

**Table 1:** Compounds effective against *P. aeruginosa* in the *C. elegans* assay at doses that do not inhibit bacterial growth.

Compound Number	Effective concentration (µM)	*in vitro* MIC (µM)	*F35E12.5::GFP*
1	3.3	32	−
3	3.3	>264	−
14	5.1	204	−
16	4.8	>192	−
17	8.1	>325	−
18	1.7	33	−
24	11	>351	++
31	1.6	266	−

RPW-24 induced *F35E12.5::GFP* expression and was effective against *C. elegans* infected with *P. aeruginosa* without inhibiting growth of the bacteria. See Figure 1A and Figure S1 for the structures of these compounds. ++ represents strong activation of *F35E12.5::GFP*. MIC equals minimum inhibitory concentration.

To ask if any of these eight compounds could activate the transcription of a putative immune effector, we used transgenic *C. elegans* animals carrying a transcriptional GFP reporter for the gene *F35E12.5* [13]. *F35E12.5* encodes a protein that contains a CUB-like domain and is involved in the transcriptional response towards several bacterial pathogens, including *P. aeruginosa* [8], [13], [14]. Interestingly, one of the four compounds that exhibited *P. aeruginosa* curing activity in the *C. elegans* infection assay without affecting growth of the pathogen (RPW-24, Figure 1A) activated the *F35E12.5::GFP* reporter in a dose dependent manner (Figure 1B). We therefore decided to focus on RPW-24 and explore its mode of action in more detail.

We found that RPW-24 promoted survival of *P. aeruginosa*-infected animals in a dose-dependent manner using an agar-based assay, the typical way that *C. elegans* infection assays are carried out in most laboratories (Figure 1C). *C. elegans* treated with 7, 35 and 70 µM of RPW-24 (but not 0.7 µM) were significantly resistant to *P. aeruginosa* infection compared to animals treated with the solvent control (DMSO)(Figure 1C). To determine if RPW-24 directly affects the growth of *P. aeruginosa*, we monitored *in vitro* bacterial growth in the presence 70 µM RPW-24 and DMSO. We conducted these experiments in the same media used for the nematode killing assay (Figure 1D) or in standard bacterial culture media (Luria broth, data not shown), but in the absence of *C. elegans*. In both cases, we found that 70 µM RPW-24 did not affect the growth rate of *P. aeruginosa* (Figure 1D and data not shown). In the *C. elegans- P. aeruginosa* pathogenicity assay, we observed that the intestines of the DMSO-treated animals were markedly distended and packed with *P. aeruginosa* cells 40 hours after infection (Figure S2), consistent with previous observations [9], [15]. In contrast, animals treated with RPW-24 had non-distended intestines, a morphology that was strikingly different from the DMSO controls (Figure S2).

In summary, RPW-24 is efficacious against both Gram-positive [1] and Gram-negative bacteria (Figure 1C) at concentrations that do not inhibit bacterial growth (Figure 1D, Table 1) and activates the transcription of a putative immune effector, *F35E12.5* (Figure 1B). RPW-24 treatment also dramatically reduced the intestinal burden of *P. aeruginosa* 40 hours after infection compared to DMSO controls (Figure S2). These data suggest that RPW-24 affects the host immune response of *C. elegans* in a manner that confers a survival advantage against infection with diverse bacterial pathogens.

### Exposure to RPW-24 Induces Immune Response Genes in *C. elegans*

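Transcript levels were measured with Affymetrix whole genome GeneChips for *C. elegans*, on which each transcript is read by 1 or more sets of short probes. Wild-type animals were grown to the late L4 larval stage, then kept in liquid medium with *E. coli* OP50 as food and either 70 µM RPW-24, a small molecule that protects nematodes from bacterial infection, or the solvent DMSO. Both groups held 1% DMSO and were kept at 15°C. The methods and the sample labels give an exposure of 15 hours, and the results text gives 16 hours. There were 3 biological replicates, lettered G, H and I, with 1 array per replicate and treatment, so 6 arrays in all. The submitters describe the treatments of a given letter as run side by side, so the letter pairs the arrays. The authors made the deposited values with GC-RMA and quantile normalization in GenePattern version 2.0, which gives 1 linear intensity per probe set and array. The number of arrays limits the precision of each value, and arrays carry no read depth. The values share a lowest intensity of 4.39, and between 35.5% and 37.1% of the probe sets of an array lie at it. The median intensity was 9.04, 8.94 and 8.96 on the DMSO arrays and 9.98, 9.85 and 9.83 on the RPW-24 arrays of replicates G, H and I. Of 22625 probe sets, 77 control probe sets were left out and 22548 were tested. Of these, 20766 name 1 gene, 887 name several and 895 name none, and the 1-gene probe sets cover 17118 genes. Intensities were put on the log2 scale and compared with limma, with no filter on level. The study's thresholds, at least 3-fold and an unadjusted p under 0.025, were used for counts of changed genes, and a Benjamini-Hochberg adjusted p under 0.05 was used for single genes and gene lists. A gene with several probe sets is given by the one with the highest mean over all arrays. With 3 arrays against 3, an exact permutation test of a single gene cannot give a p below 0.1, so calls rest on the variance that limma estimates for each probe set. An unpaired t-test with equal variances on log2 values shares no variance across probe sets. At the study's thresholds it called 280 genes higher and 66 lower, against 284 and 68 from limma, so sharing changed these counts little. A fold against a value near the lowest intensity, in either group, is poorly bounded, and an increase is written as at least that fold where all 3 DMSO arrays lie at the lowest intensity.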

To further study the effects of RPW-24 on *C. elegans*, we used Affymetrix whole genome GeneChips to generate transcriptome profiles of wild-type nematodes following exposure to either 70 µM RPW-24 or the solvent control DMSO in liquid culture media in the absence of bacterial pathogens for 16 hours at 15°C (Figure 2A). We found that RPW-24 induced a remarkably robust transcriptional response that involved only a small fraction (∼1.3%) of the genes of the *C. elegans* genome (Figure 2A). 

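Of the 17118 genes, 352 (2.06%) passed the study's thresholds in limma, 284 of them higher in RPW-24 (1.66%) and 68 lower (0.397%). Of 75 genes for ribosomal proteins, the parts of the translation machinery, 1 was higher at an adjusted p under 0.05 and none was lower, with the same counts when adjusted over the list alone, and their median log2 fold change was -0.00. The gene that rose was *rpl-11.2*, with 6337 ± 182 (SD, n = 3) in DMSO and 11409 ± 438 (SD, n = 3) in RPW-24, a log2 fold change of 0.85 (standard error 0.04, adjusted p = 0.00181 from limma). At an unadjusted p under 0.05, limma gave 2 ribosomal protein genes higher and 1 lower, and the methods' t-test gave 3 and 1. Of 143 genes for cuticle collagens, which form the body surface, none passed at an adjusted p under 0.05 from limma, over all probe sets or adjusted over the list alone. At an unadjusted p under 0.05, limma gave 8 collagen genes higher and 3 lower, and the methods' t-test gave 6 and 3. Over probe sets with a mean log2 value of at least 5, which read 62 of them, 4 were higher (*col-147*, *col-118*, *col-122* and *col-103*) and 3 lower (*col-142*, *col-101* and *col-76*) at an adjusted p under 0.05 from limma, with log2 fold changes from -1.24 to 0.53, all named after their values were seen. None of the 33 proteasome subunit genes, whose products degrade proteins, passed at an adjusted p under 0.05 from limma. At an unadjusted p under 0.05 limma gave 7 of them lower and the methods' t-test 5, with none higher by either. Their median was -0.07, with an adjusted p = 0.0014 from camera for a lower list and an adjusted p = 0.095 with an estimated correlation. Camera compares a list with all other genes, dim ones included. The median over probe sets above the lowest intensity on all arrays was itself -0.03. None of the 1247 chemoreceptor genes passed at an adjusted p under 0.05 from limma, against 1 at an unadjusted p under 0.05 and 0 by the methods' t-test at that p, but 4 of them had a mean log2 value of at least 5, so this family was mostly too dim to judge. In all, 7139 probe sets lay at the lowest intensity on all 6 arrays, and no change could be seen in them.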

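The genes with the largest increases were mostly enzymes that modify small molecules. *cyp-35B2*, a cytochrome P450, lay at the lowest intensity on all 3 DMSO arrays and at 7296 ± 1951 (SD, n = 3) in RPW-24, which is at least 1624-fold higher (adjusted p = 0.000135 from limma). The P450 genes *cyp-35A5* and *cyp-35C1* had log2 fold changes of 10.45 (standard error 0.20) and 9.91 (standard error 0.56), with adjusted p of 0.00017 and 0.00287 from limma. *dhs-23*, a short-chain dehydrogenase, and *ugt-16*, a UDP-glucuronosyltransferase, were at 4137 ± 847 (SD, n = 3) and 3712 ± 949 (SD, n = 3) in RPW-24, against 4.5 and 4.79 ± 0.326 (SD, n = 3) in DMSO, with log2 fold changes of 9.83 and 9.57 (adjusted p of 0.000107 and 0.000184 from limma). *nspe-7*, read by a probe set that can match several transcripts, had a log2 fold change of 9.65 (standard error 0.10, adjusted p = 4.37e-05 from limma). At the study's thresholds limma called 332 probe sets that name 284 genes higher, and 51 genes were at least 50-fold higher. The methods' t-test, with folds as ratios of arithmetic means, called 287 probe sets higher and 67 lower at the same thresholds, and 177 higher and 57 lower at a Benjamini-Hochberg adjusted p under 0.05. Of the 51 genes, 39 had a mean DMSO intensity under 32 and 4 lay at the lowest intensity on all 3 DMSO arrays. With values under 32 set to 32, 36 of the 51 were still at least 50-fold higher.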

269 genes were upregulated three-fold or greater (*P*<0.025), 125 of which were induced more than 50-fold during RPW-24 exposure (Table S1). 

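The largest increase was that of *cyp-35A3*, which encodes a cytochrome P450, an enzyme class that oxidises foreign and internal compounds. Its intensity was 7.26 ± 0.411 (SD, n = 3) in DMSO and 27722 ± 5362 (SD, n = 3) in RPW-24. This is 3774-fold, a log2 fold change of 11.88 (standard error 0.16, adjusted p = 5.98e-05 from limma). The difference was far larger than the spread between replicates, with log2 differences from 11.66 to 12.07 within the pairs G, H and I. The DMSO value lies close to the lowest intensity, and with values under 32 set to 32 the log2 fold change is 9.74.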

The most highly upregulated gene was expressed more than 3500-fold higher in compound-exposed worms. For confirmation, we used qRT-PCR to analyze 10 genes that exhibited varying degrees of induction and expression levels in the microarray analysis (Figure 2A). 

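All 10 genes of the panel had higher intensities in RPW-24 on each of the 3 arrays than on any DMSO array, and all 10 were at least 3-fold higher at an unadjusted p under 0.025 from limma. The panel was picked by the paper for its induction on these arrays, so this separation is not an independent test. At an adjusted p under 0.05, 7 of the 10 rose. *C32H11.1*, now *irg-6*, which encodes a CUB-like secreted protein, was at 9.45 ± 0.566 (SD, n = 3) in DMSO and 10719.6 ± 4370.0 (SD, n = 3) in RPW-24, a log2 fold change of 10.08 (standard error 0.30, adjusted p = 0.000525 from limma). The CUB-like genes *F35E12.5* (*irg-5*), *F08G5.6* (*irg-4*) and *C29F3.7* rose by 160.3-fold, 165-fold and 125-fold, with adjusted p of 0.00212, 0.00109 and 0.000703 from limma. *F08G5.6* was at 149 ± 45.5 (SD, n = 3) in DMSO and 23981 ± 4007 (SD, n = 3) in RPW-24. *mtl-1*, a metallothionein that binds metal ions, was at 133 ± 84.2 (SD, n = 3) in DMSO and 11437 ± 2756 (SD, n = 3) in RPW-24, a log2 fold change of 6.64 (standard error 0.60, adjusted p = 0.0115 from limma). *F49F1.6* (*mul-1*), an ShK-like toxin gene, and *clec-67*, a C-type lectin, rose by 41.8-fold and 19.2-fold, with adjusted p of 0.00281 and 0.00269 from limma. *F49F1.6* was at 5.64 ± 0.843 (SD, n = 3) in DMSO, near the lowest intensity. With values under 32 set to 32 its log2 fold change was 2.87, against 4.26 for *clec-67*. Of the other 3 genes, *lys-7*, a lysozyme, had a log2 fold change of 2.78 (standard error 0.52, adjusted p = 0.0769 from limma). *C14C6.5* was read by a pair of probe sets, with log2 fold changes of 4.41 (adjusted p = 0.0582 from limma) for the brighter and 5.14 (adjusted p = 0.0288) for the dimmer. *K08D8.5*, likewise, had 1.67 (adjusted p = 0.105 from limma) and 2.49 (adjusted p = 0.0317). Its dimmer probe set was at 9.02 ± 1.22 (SD, n = 3) in DMSO, and with values under 32 set to 32 the log2 fold change was 0.65. Without 1 array in turn, the fold of the brighter *C14C6.5* probe set lay between 13.4 and 31.6 (with all arrays 21.2) and that of *mtl-1* between 66.3 and 138 (with all arrays 99.5). With the replicate letter as a block, the adjusted p of *mtl-1* and *clec-67* from limma were 0.065 and 0.0531, and the other 5 calls kept an adjusted p under 0.05. Over probe sets with a mean log2 value of at least 5, all 10 genes passed at an adjusted p under 0.05 from limma, with and without the block. Without it, the adjusted p there were 0.0128 for *lys-7*, 0.00815 for the brighter *C14C6.5* probe set and 0.021 for that of *K08D8.5*. The block over these probe sets was chosen after the data were seen.

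**Figure D1:**
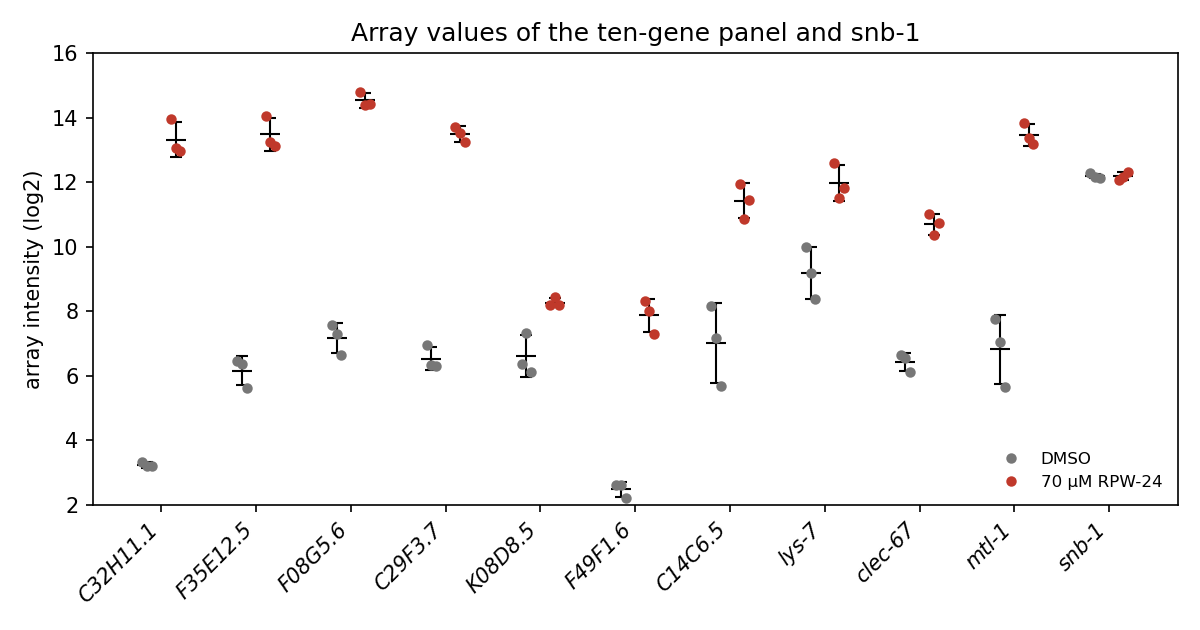
Array intensity on the log2 scale (y axis) of the 10 panel genes and of *snb-1* (x axis) in DMSO (grey) and 70 µM RPW-24 (red). Each point is 1 of the 3 arrays of a group, the horizontal tick is the mean and the bar is the SD. The points of RPW-24 lie above those of DMSO for the 10 panel genes, while those of *snb-1* overlap.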

We found that the transcriptional changes observed in the transcriptome profiling analysis directly correlated with the values obtained by qRT-PCR for all 10 genes tested (Figure S3). We also observed no difference in *C. elegans* gene induction whether the RPW-24 exposure occurred in liquid or on solid media (Figure S3). 

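Transcripts that rose outnumbered those that fell. At an adjusted p under 0.05, limma called 545 probe sets higher in RPW-24 and 242 lower, so 69.3% of the calls were higher. Beyond defence and detoxification genes, 4 of 26 patched-related genes, which encode sterol-sensing membrane proteins, rose and none fell, with 4 and 1 when adjusted over the list alone. Without 1 array in turn, 2 to 4 of them rose. *ptr-22* lay at the lowest intensity on all 3 DMSO arrays and was at least 49.6-fold higher at 220.2 ± 40.7 (SD, n = 3) (adjusted p = 0.000346 from limma), and *ptr-14* had a log2 fold change of 2.39 (standard error 0.22, adjusted p = 0.0119 from limma). *fat-3*, a fatty acid desaturase, was at 1429.9 ± 177 (SD, n = 3) in DMSO and 3209.8 ± 154 (SD, n = 3) in RPW-24, a log2 fold change of 1.17 (standard error 0.10, adjusted p = 0.0109 from limma). None of the 23 major sperm protein genes passed at an adjusted p under 0.05 from limma, and none at an unadjusted p under 0.05 by limma or the methods' t-test, but their median log2 fold change was 0.60, with medians of 0.48 to 0.71 in the pairs (adjusted p = 1.01e-06 from camera, adjusted p = 0.428 with an estimated correlation). The block raised the count to 2 of 23, and to 18 over probe sets with a mean log2 value of at least 5, and gave the list an adjusted p = 6.58e-20 from camera with its preset correlation. The quartiles of the 23 fold changes were 0.52 and 0.62, and probe sets shared between these genes were not tested for. If probes are shared, the 23 values are not independent, and the count and this p overstate the evidence. The medians of 15 germline and 12 muscle genes were -0.23 and 0.31, with adjusted p of 3.57e-05 and 0.001 from camera and adjusted p of 0.25 and 0.302 with an estimated correlation. From fry, the adjusted p of the sperm, germline and muscle lists were 0.175, 0.0323 and 0.0682. A fit with the replicate letter as a block called 166 probe sets higher and 27 lower, and 1 patched-related gene higher, with adjusted p of 0.0549 for *ptr-14* and 0.0782 for *fat-3* from limma, and 274 were higher without the DMSO array of replicate H. At an adjusted p under 0.05 the share of higher calls depended on scaling, with 594 higher and 814 lower (42.2% higher) after a further quantile normalization and 1112 higher and 14480 lower (7.13% higher) with arrays centred on their medians, a step that shifts all probe sets alike by -0.14, those at the lowest intensity included. At the study's thresholds the share stayed at 75.1% and 73.7% in these settings, against 79.4% without them.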

Taken together, these data suggest that RPW-24 strongly induces gene transcription in the absence of pathogen exposure.

**Figure 2:**
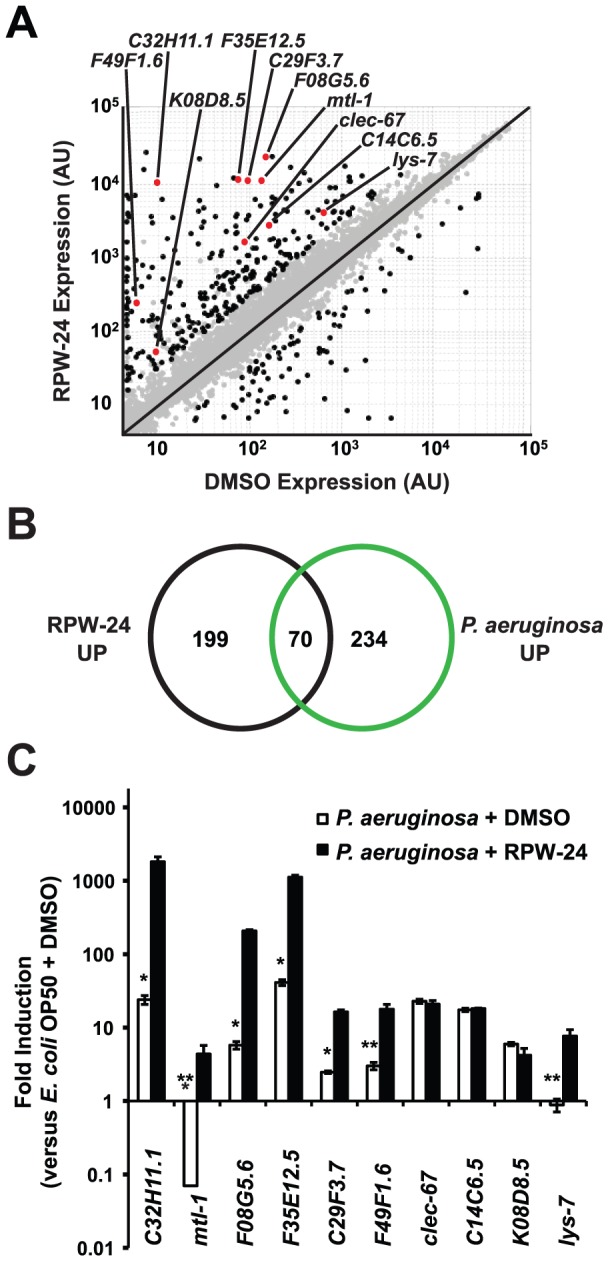
RPW-24 induces the transcription of putative immune effectors in *C. elegans*. (A) A scatter plot compares gene expression levels of all 22,250 sequences on the Affymetrix GeneChip in wild-type *C. elegans* exposed to RPW-24 versus DMSO. Black dots highlight the 269 genes that were induced and the 62 that were repressed at least three-fold (*P*<0.025). Gray dots are genes whose expression levels did not significantly change in this study. The location on the scatter plot of the ten putative immune effectors whose expression was studied further by qRT-PCR are indicated and highlighted with red dots. Genes that fall on the black line are expressed at equal levels in both conditions. AU = arbitrary units. (B) Venn diagram gives the overlap of the *C. elegans* genes induced three-fold or greater by RPW-24 (*P*<0.025) in the microarray analysis (this study) with the genes upregulated during *P. aeruginosa* infection (greater than 2-fold, *P*<0.01) [8]. *P*<2.7×10^−16^ for the degree of overlap between these datasets versus the amount expected by chance alone. (C) Shown are qRT-PCR data of ten putative *C. elegans* immune effectors in wild-type animals infected with *P. aeruginosa* for eight hours and exposed to either 70 µM RPW-24 or DMSO, each plotted versus expression of the indicated genes in *C. elegans* exposed to *E. coli* OP50 and DMSO. The data are the average of two biological replicates each normalized to a control gene with error bars representing SEM. *P<0.05, **P = 0.06 and ***P = 0.08 for the comparison of fold change of the indicated gene in *P. aeruginosa*-infected animals exposed to RPW-24 versus DMSO.

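The strongest decreases were those of *pud-3* and *pud-4*, a pair of genes whose intensities fell from 3526 ± 1899 (SD, n = 3) and 1976 ± 836 (SD, n = 3) in DMSO to 6.5 ± 0.72 (SD, n = 3) and 6.56 in RPW-24, close to the lowest intensity. Their log2 fold changes were -8.94 (standard error 0.46, adjusted p = 0.00222 from limma) and -8.13 (standard error 0.38, adjusted p = 0.00181). *D1086.3* was 143-fold lower, at 1163 ± 137 (SD, n = 3) in DMSO and 8.28 ± 2.11 (SD, n = 3) in RPW-24 (adjusted p = 0.000525 from limma). *gst-29*, a glutathione S-transferase, had a log2 fold change of -3.86 (standard error 0.07, adjusted p = 0.000135 from limma). *F23F12.12* and *C15A11.7* were 20.6-fold and 30.0-fold lower, with adjusted p of 0.00199 and 0.00221 from limma. *F49C12.7*, *Y51F10.7* and *C09B8.4* had log2 fold changes of -5.95, -5.43 and -4.26, with adjusted p of 0.0164, 0.0164 and 0.0306 from limma. *asp-13*, an aspartic protease, and *aqp-1*, a water channel, were 5.59-fold and 9.82-fold lower, with adjusted p of 0.000667 and 0.0132 from limma. Where the RPW-24 value is near the lowest intensity the size of a decrease is poorly bounded, and with values under 32 set to 32 the log2 fold changes of *pud-3*, *pud-4*, *D1086.3*, *C15A11.7*, *F49C12.7*, *C09B8.4* and *gst-29* were -6.63, -5.84, -5.18, -2.89, -4.29, -3.51 and -2.24. In all, 86 probe sets that name 68 genes were at least 3-fold lower at an unadjusted p under 0.025. Without the probe sets that can match several transcripts the counts were 47 and 44. With the replicate letter as a block, the adjusted p from limma was 0.051 for *C15A11.7*, 0.0515 for *F49C12.7*, 0.0882 for *Y51F10.7*, 0.0789 for *C09B8.4* and 0.0842 for *aqp-1*.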

Examination of the 269 genes that were induced greater than three-fold revealed that RPW-24 causes induction of many genes previously shown to be involved in the *C. elegans* transcriptional response to pathogenic bacteria. We found that 70 of the 269 genes induced greater than 3-fold by RPW-24 were also activated during infection with *P. aeruginosa* (a gene set characterized by Troemel et al. [8])(Figure 2B), which is significantly more than the 3.3 gene overlap expected by chance alone (*P*<2.7×10^−16^). Among these induced genes are several gene classes that have been implicated in antimicrobial defenses, such as CUB-like domain-containing genes, ShK-like toxins, C-type lectins and small molecule kinases (Table S1) [8]. This result is particularly interesting considering that RPW-24 is active against *P. aeruginosa* in the worm infection model but does not affect growth of the pathogen *in vitro*.

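Members of each of these classes rose, and C-type lectins changed both ways. Of 27 CUB-like genes measured, 11 rose and none fell at an adjusted p under 0.05 from limma, with 15 and 1 when adjusted over the list alone. The largest CUB-like increases were those of *C32H11.1*, *F08G5.6*, *F35E12.5* and *C29F3.7*. Of 6 ShK-like toxin genes, 3 rose and none fell, with 4 and 0 when adjusted over the list alone. Among them, *F49F1.7* was at 5.39 ± 0.0657 (SD, n = 3) in DMSO and 7224 ± 2369.8 (SD, n = 3) in RPW-24, a log2 fold change of 10.34 (standard error 0.24, adjusted p = 0.000256 from limma), and *F49F1.1* (*drd-50*) rose 220.4-fold to 6139 ± 525 (SD, n = 3) (adjusted p = 2.2e-05 from limma). Of 13 predicted small molecule kinase genes, 6 rose and none fell, with the same counts when adjusted over the list alone. *T16G1.6* was at 8.13 ± 2.7 (SD, n = 3) in DMSO and 3664 ± 893 (SD, n = 3) in RPW-24, a log2 fold change of 8.84 (standard error 0.32, adjusted p = 0.000937 from limma), and *C29F7.2* and *C29F7.1* had log2 fold changes of 7.95 and 6.66 (adjusted p of 0.00376 and 0.00403 from limma). The lists of these 3 classes were in part taken from Table S1, which was made from these arrays, so their direction is not independent evidence. Of 220 C-type lectin genes, which encode carbohydrate-binding proteins, 13 rose, 7 fell and 200 did not pass, with 15 and 11 when adjusted over the list alone. *clec-206* rose 854-fold to 3929 ± 845 (SD, n = 3) (adjusted p = 0.000135 from limma), from a DMSO value close to the lowest intensity, so the size of this fold is poorly bounded. *clec-174* had a log2 fold change of 7.66 (standard error 0.75, adjusted p = 0.0144 from limma). In the other direction, *clec-70* and *clec-5* were 21.6-fold and 10.5-fold lower (adjusted p of 0.0357 and 0.00913 from limma). In camera with its preset correlation the CUB-like, ShK-like and kinase lists were higher, with adjusted p of 2.48e-13, 1.23e-09 and 1.53e-08, and the C-type lectins were not (adjusted p = 0.113). Each of the first 3 had an adjusted p = 0.095 with an estimated correlation, and the C-type lectins had an adjusted p = 0.243. In fry, which asks whether the genes of a list changed without comparing them to other genes, the 4 lists were higher, with adjusted p of 0.00032, 5.19e-05, 0.000446 and 0.00979 in this order. With the replicate letter as a block, 7 CUB-like genes, 3 ShK-like genes, 2 kinase genes and 4 C-type lectins rose and 1 C-type lectin fell, and the block's adjusted p was 0.0765 for *C29F7.2*, 0.0829 for *clec-174*, 0.14 for *clec-70* and 0.102 for *clec-5*. The block over probe sets with a mean log2 value of at least 5 gave 12 CUB-like genes, 4 ShK-like genes, 5 kinase genes and 18 C-type lectins higher. It gave 11 C-type lectins lower. Without 1 array in turn, 4 to 9 C-type lectins and 3 to 5 kinase genes rose, and 3 to 7 C-type lectins fell.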

The transcriptome profiling analysis demonstrated that RPW-24 induces the transcription of putative immune effectors while *C. elegans* animals are feeding on *Escherichia coli* OP50, a relatively non-pathogenic food source for nematodes. 

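Lysozyme and saposin-like genes changed in both directions in these animals. Of 16 lysozyme genes, whose products cut bacterial cell walls, 2 rose and 4 fell at an adjusted p under 0.05 from limma, with 4 and 6 when adjusted over the list alone. *lys-2* was at 1681 ± 192 (SD, n = 3) in DMSO and 13385 ± 3457 (SD, n = 3) in RPW-24, a log2 fold change of 2.97 (standard error 0.21, adjusted p = 0.00544 from limma). *lys-4* and *ilys-5* were 4.34-fold and 4.32-fold lower, from 12905 ± 1286 (SD, n = 3) and 31995 ± 2867 (SD, n = 3) in DMSO (adjusted p of 0.00199 and 0.00624 from limma). Of 18 saposin-like genes, which include pore-forming antimicrobial peptides, 1 rose and 3 fell, with 3 and 4 when adjusted over the list alone. In each of the lysozyme and saposin-like lists, 1 to 2 genes rose and 2 to 3 fell without 1 array in turn. *spp-1* was at 2967 ± 561 (SD, n = 3) in DMSO and 357 ± 78.1 (SD, n = 3) in RPW-24, a log2 fold change of -3.06 (standard error 0.22, adjusted p = 0.00606 from limma), and *spp-23* and *spp-4* were 8.02-fold and 6.67-fold lower (adjusted p of 0.0105 and 0.00222 from limma). Of 15 caenacin and antimicrobial neuropeptide-like genes, 1 rose and 1 fell, with 3 and 3 when adjusted over the list alone. Of 13 fungus-induced peptide genes, 2 rose, both when adjusted over the list alone as well, with *fipr-24* at least 7.26-fold higher than the lowest intensity (adjusted p = 0.00292 from limma). Of 5 antibacterial factor genes and 4 thaumatin-like genes limma called 0 at an adjusted p under 0.05, with 1 and 0 higher when adjusted over each list alone and 1 and 0 higher at an unadjusted p under 0.05, by limma as by the methods' t-test, but 0 of these had a mean log2 value of at least 5. Neither the lysozyme list nor the saposin-like list passed in camera (adjusted p of 0.609 and 0.42, and adjusted p of 0.705 and 0.485 with an estimated correlation). In fry, which tests whether the genes of a list changed and not whether they changed more than others, both were lower (adjusted p of 0.00757 and 0.00979). Over probe sets with a mean log2 value of at least 5, the median log2 fold change of 8 lysozyme genes was 0.69, with 4 higher and 3 lower. That of 11 saposin-like genes was -0.07, with 3 higher and 4 lower, so the direction from fry does not describe each list as a whole. When the replicate letter was a block, the adjusted p of *fipr-24* was 0.0572 from limma, and 1 of these 34 lysozyme and saposin-like genes rose, *lys-2* (adjusted p = 0.0495 from limma), and 0 fell, while the block over probe sets with a mean log2 value of at least 5 gave 6 higher and 7 lower of 19. The block left 0 caenacin and 0 fungus-induced peptide genes at an adjusted p under 0.05 from limma, against 4 and 2 higher and 3 and 1 lower at an unadjusted p under 0.05 without it, and 4 and 2 higher and 3 and 0 lower by the methods' t-test. From the array profiles and the qRT-PCR panel, the paper proposes that RPW-24 strongly induces transcription in the absence of a pathogen, and it asks next whether the compound adds to the induction that infection causes.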

We wondered if RPW-24 would further enhance the induction of these genes when *C. elegans* is infected with a bacterial pathogen that activates expression of these effectors. We therefore used qRT-PCR to test the level of induction of ten putative immune effectors (Figure 2A) during *P. aeruginosa* infection in the presence and absence of RPW-24. This panel included five genes that contain a CUB-like domain (*C32H11.1, F35E12.5, F08G5.6, C29F3.7*, and *K08D8.5*), two ShK-like toxins (*F49F1.6* and *C14C6.5*), one antibacterial lysozyme (*lys-7*), one C-type lectin (*clec-67*) and one metallothionein (*mtl-1*). Eight of these ten genes were activated by *P. aeruginosa* in the absence of RPW-24 (Figure 2C). Interestingly, the induction levels of five of these eight genes (*C32H11.1, F08G5.6, F35E12.5, C29F3.7*, and *F49F1.6*) were markedly increased in the presence of both RPW-24 and *P. aeruginosa* (Figure 2C). RPW-24 also caused the induction of one gene that was strongly repressed during *P. aeruginosa* infection (*mtl-1*) and another whose transcription was unaffected by *P. aeruginosa* exposure (*lys-7*). RPW-24 did not change the level of induction for *clec-67*, *C14C6.5* or *K08D8.5* in the presence of *P. aeruginosa*. Taken together, these data demonstrate that RPW-24 both enhances the expression of a subset of putative immune effectors that are normally activated during *P. aeruginosa* infection and causes the induction of others that are not activated by *P. aeruginosa*. We do not, however, think that the induction of any single gene is itself responsible for the efficacy of RPW-24 since others have shown that *C. elegans* immune effectors likely function redundantly to defend against *P. aeruginosa* infection [8]. The finding that putative immune effectors are robustly induced by RPW-24 during bacterial infection provides a potential explanation why this compound provides protection against *P. aeruginosa*-mediated killing.

### Immunostimulatory Activity of RPW-24 Is Required for Its Efficacy and Is Partially Dependent on the p38 MAP Kinase Signaling Cassette

Because RPW-24 caused the induction of genes normally upregulated during bacterial infection, we reasoned that *C. elegans* immune gene activation by RPW-24 is important for its anti-infective activity and depends on conserved defense response pathways. Previous studies have identified a requirement for three *C. elegans* signaling pathways in the defense against *P. aeruginosa* infection: the p38 MAP kinase signaling cassette [10], the G-protein coupled receptor FSHR-1 [16], and the bZIP transcription factor ZIP-2 [17]. Using loss-of-function mutants, we asked whether the activity of any of these pathways is required for the efficacy of RPW-24 in treating *C. elegans* infected with *P. aeruginosa*. Indeed, we found that the magnitude of RPW-24-mediated lifespan prolongation of *pmk-1(km25)* null mutants infected with *P. aeruginosa* was significantly attenuated compared to the lifespan extension observed in compound-treated wild-type animals (Figure 3) (*P*<0.001 for the difference in the lifespan prolongation between *pmk-1(km25)* and wild-type animals in two biological replicates). In contrast to *pmk-1(km25)* mutants, *fshr-1(ok778)* loss-of-function mutants demonstrated significant lifespan extension by RPW-24 compared to *pmk-1(km25)* animals, despite the fact that *fshr-1(ok778)* animals are also hypersusceptible to *P. aeruginosa* infection (Figure 3) (*P*<0.001 for the difference in the lifespan prolongation between *pmk-1(km25)* and *fshr-1(ok778)* in two biological replicates). Likewise, the lifespan of *zip-2(tm4067)* animals infected with *P. aeruginosa* was also significantly prolonged by RPW-24, and to a greater degree than *pmk-1(km25)* (*P*<0.01 for the difference in two biological replicates). These data demonstrate that the activity of PMK-1, more so than FSHR-1 or ZIP-2, is important for RPW-24 to extend the lifespan of nematodes infected with *P. aeruginosa*. Morever, the observed reduction in the ability of RPW-24 to extend the lifespan of *pmk-1(km25)* animals is not likely to be secondary to decreased overall fitness of immunocompromised animals infected with a bacterial pathogen because RPW-24 prolongs the lifespan of *fshr-1(ok778)* animals, a strain that is also markedly hypersusceptible to *P. aeruginosa* infection (Figure 3).

**Figure 3:**
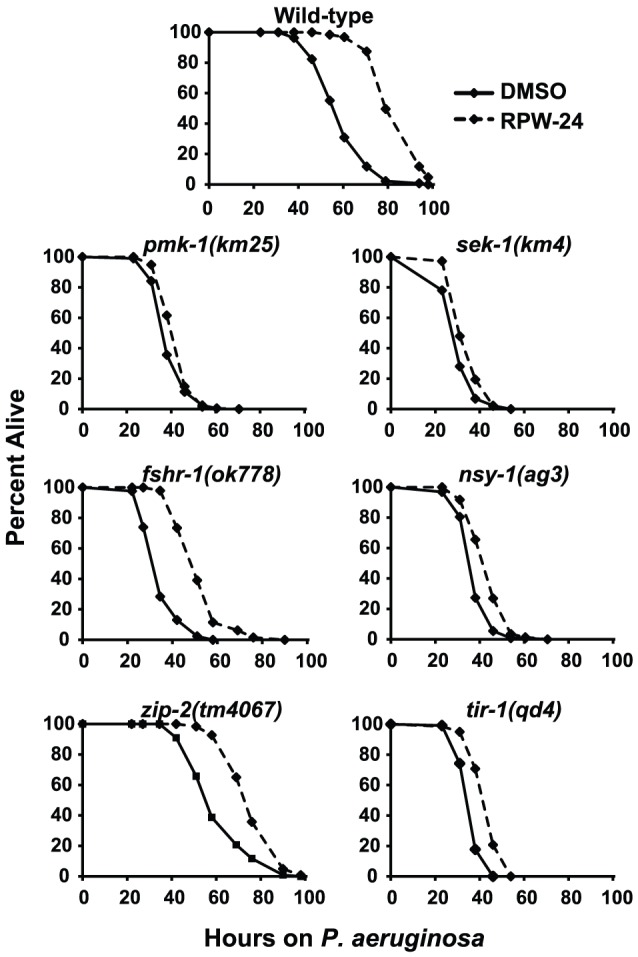
Full efficacy of RPW-24 in prolonging the lifespan of *C. elegans* infected with *P. aeruginosa* requires the p38 MAP kinase signaling cassette. *P. aeruginosa* infection assays of *C. elegans* wild-type and mutant animals exposed to 70 µM RPW-24 compared to DMSO. Data at each time point are the average of three plates per strain, each with approximately 50 animals per plate (sample sizes are given in Table S2). Data are representative of two independent experiments.

The p38 MAP kinase PMK-1 functions as part of a conserved signaling cassette to regulate host innate immune responses, which involves upstream activation by the MAP kinase kinase SEK-1, the MAP kinase kinase kinase NSY-1 and the Toll-Interleukin-1 receptor TIR-1. We tested the ability of RPW-24 to extend the lifespan of nematodes with mutations in each of these genes: *sek-1(km4)*, *nsy-1(ag3)*, and *tir-1(qd4)*. As with the *pmk-1(km25)* mutants, we found that the curing activity of RPW-24 was attenuated in each of these mutant strains compared to the wild-type control (Figure 3), suggestive of a role for the entire TIR-1/NSY-1/SEK-1/PMK-1 signaling cassette in the activation of defense responses following exposure to RPW-24.

The infection assays described above show that the p38 MAP kinase pathway is required for RPW-24 to prolong the lifespan of *C. elegans* infected with *P. aeruginosa*, suggesting that RPW-24 induces the expression of immune effectors regulated by this cascade. Previous work has shown that PMK-1 coordinates the transcription of CUB-like genes, ShK toxins and C-type lectins, gene classes which are also induced by RPW-24 [8]. Indeed, we found that 14 of the 86 genes whose basal expression depends on PMK-1 [8] were induced by exposure to RPW-24, which is 14.6 fold more than expected by chance alone (*P* = 0.002)(Table S1). To test whether RPW-24 activates immune effectors in a PMK-1-dependent manner, we used qRT-PCR to determine the induction levels of six putative immune effectors in *pmk-1(km25)* null mutants exposed to DMSO and RPW-24 in the absence of pathogen. Wild-type worms were used as the control. The set of six putative immune effectors (*F35E12.5*, *F08G5.6*, *clec-67*, *C32H11.1*, *F49F1.6* and *mtl-1*) were chosen from the panel of ten genes described above on the criterion that they were robustly upregulated by RPW-24 (Figure 2A, Figure S3). Figure 4A shows that PMK-1 affects the basal expression levels of the RPW-24-induced genes *F35E12.5, F08G5.6, clec-67* and *F49F1.6* (defined as the relative expression of the gene in *pmk-1(km25)* mutants compared to its expression in wild-type animals)(Figure 4A). PMK-1 is also required for the RPW-24-mediated induction of *clec-67* and *C32H11.1* (defined as the fold difference in gene expression in the presence and absence of RPW-24 in wild-type or *pmk-1(km25)* mutant animals), and perhaps *F49F1.6* and *mtl-1*, although the differences in induction of these later two genes did not reach statistical significance (Figure 4B). Importantly, the absolute expression levels of all six of these genes following RPW-24 exposure were significantly lower in *pmk-1(km25)* animals than wild-type controls (Figure 4A). Taken together with the *P. aeruginosa* infection assays in *pmk-1(km25)* mutants (Figure 3), these data suggest that PMK-1-dependent immune effectors mediate part of the protective effect of RPW-24 in *P. aeruginosa*-infected *C. elegans*.

**Figure 4:**
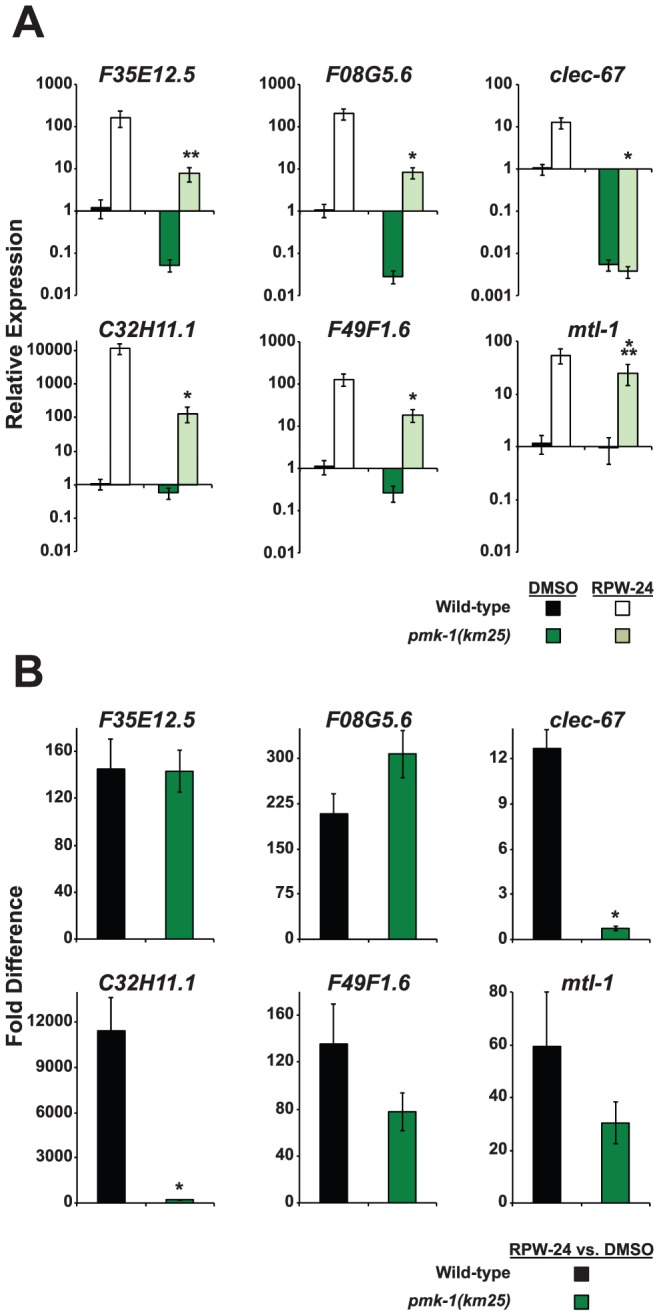
The expression levels of RPW-24–induced putative immune effectors are reduced in *pmk-1(km25)* mutants compared to wild-type animals. Six putative *C. elegans* immune effectors were analyzed by qRT-PCR in wild-type and *pmk-1(km25)* feeding on *E. coli* and exposed to either 70 µM RPW-24 or DMSO for 16 hours. Data are the average of two biological replicates each normalized to a control gene with error bars representing SEM. In (A), the data are relative to the average expression of the indicated gene in wild-type *C. elegans* exposed to DMSO. In (B), the fold change of the indicated gene above its expression in *C. elegans* exposed to DMSO is compared in wild-type and *pmk-1(km25)* mutant animals. *P<0.01, **P = 0.06, ***P = 0.09 for the comparison in (A) of relative expression levels in wild-type versus *pmk-1(km25)* animals, each exposed to RPW-24 and in (B) for the fold change in wild-type versus *pmk-1(km25)* mutant animals.

### RNAi Screen Reveals Role for the Transcription Factor ATF-7 in the Regulation of the RPW-24–Induced Immune Response

The phenotypic and genetic data presented above show that the p38 MAP kinase pathway is important for the RPW-24-induced modulation of *C. elegans* immune responses during *P. aeruginosa* infection. As described above, we found that 70 µM RPW-24 caused a striking increase in GFP production in the *F35E12.5::GFP* transcriptional reporter (Figure 1B). We thus reasoned that an RNAi screen could be used to find downstream regulator(s) of the RPW-24-induced immune response by identifying the genetic dependence of *F35E12.5::GFP* activation.

The basal regulation of *F35E12.5* requires PMK-1, but its induction by RPW-24 occurs in a PMK-1-independent manner (Figure 4A and 4B). We therefore anticipated that a reverse genetic RNAi screen aimed at identifying transcription factors required for the RPW-24-mediated induction of *F35E12.5::GFP* would identify genetic regulators that act either downstream of or in parallel to the PMK-1 pathway. We used a feeding RNAi library containing bacterial clones that produce double stranded RNA (dsRNA) designed to individually knockdown the expression of 393 transcription factors in *C. elegans*, corresponding to 30–50% of the transcription factors in the *C. elegans* genome [18] and screened for RNAi clones that abrogated the RPW-24-mediated induction of *F35E12.5::GFP*. Among 393 screened, we found that a single clone, corresponding to the transcription factor ATF-7, caused a striking reduction of *F35E12.5::GFP* expression when nematodes were either growing on their normal laboratory food source (*E. coli* OP50) or infected with *P. aeruginosa* (Figure 5A). ATF-7 was previously shown to function downstream of PMK-1 in the regulation of immune response genes during *P. aeruginosa* infection [12].

**Figure 5:**
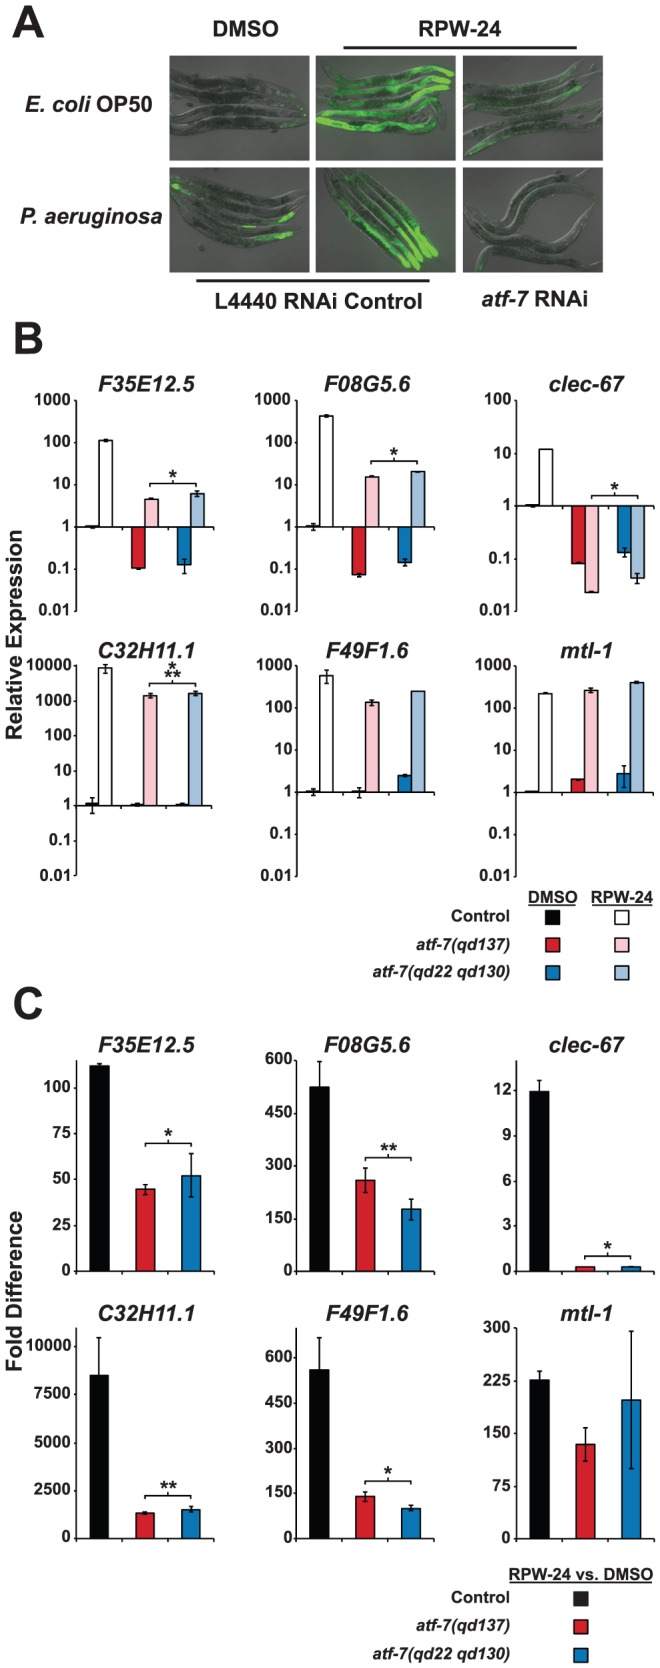
The *C. elegans* transcription factor ATF-7 regulates immune gene induction by RPW-24. (A) Fluorescence microscopy images of *C. elegans acIs101* animals, which express a *F35E12.5::GFP* transgene, exposed to the normal nematode food source *E. coli* OP50 or *P. aeruginosa* in the presence of DMSO or 70 µM RPW-24 for 16 hours at 25°C. *C. elegans acIs101* animals were raised on L4440 RNAi control bacteria or an RNAi feeder strain designed to knockdown the expression of *atf-7*. Green is GFP expression. (B and C) Six putative *C. elegans* immune effectors were analyzed by qRT-PCR in wild-type, *atf-7(qd137)* and *atf-7(qd22 qd130)* animals feeding on *E. coli* and exposed to either 70 µM RPW-24 or DMSO for 16 hours. Data are presented as the average of two biological replicates each normalized to a control gene with error bars representing SEM. In (A), the data are relative to the average expression of the indicated gene in wild-type *C. elegans* exposed to DMSO. In (B), the fold change of the indicated gene above its expression in *C. elegans* exposed to DMSO is compared in wild-type, *atf-7(qd137)* and *atf-7(qd22 qd130)* animals. An N2-derived strain carrying the *acIs219* transgene was used as the control strain because this transgene is also present in the *atf-7(lof)* strains [12]. *P<0.05, **P = 0.08, ***P = 0.09 for the comparison in (A) of the relative expression levels of both *atf-7(lof)* strains versus control animals, each exposed to RPW-24, and in (B) for the fold change in wild-type versus both *atf-7(lof)* mutants.

qRT-PCR analysis confirmed that the reduction of *F35E12.5::GFP* expression was due to the knockdown of ATF-7 and not the consequence of non-specific transgene silencing. Specifically, the absolute level *F35E12.5* expression following RPW-24 exposure was markedly reduced in two *atf-7(lof)* mutants [*atf-7(qd137)* and *atf-7(qd22 qd130)* [12]] compared to the control strain (Figure 5B), as were the levels of three other putative immune effectors (*F08G5.6*, *clec-67* and *C32H11.1*). Moreover, the basal levels of *F35E12.5*, *F08G5.6* and *clec-67* were reduced to a similar degree in the *atf-7(lof)* mutants and the *pmk-1(km25)* animals, consistent with the previously described role for PMK-1 and ATF-7 in the basal regulation of immune effectors (compare Figure 4A and Figure 5B) [12]. Interestingly, we found that ATF-7 was also required for the full induction of five of six putative immune effectors (*F35E12.5*, *F08G5.6*, *clec-67*, *C32H11.1*, and *F49F1.6*)(Figure 5C), including two genes (*F35E12.5* and *F08G5.6*) that were induced by RPW-24 independently of PMK-1 (Figure 4B).

To determine if the activity of ATF-7 is important for the efficacy of RPW-24, we tested the ability of RPW-24 to prolong the lifespan of *atf-7(lof)* mutants exposed to *P. aeruginosa*. The magnitude of lifespan extension conferred by RPW-24 was reduced in both the *atf-7(qd137)* and the *atf-7(qd22 qd130)*(Figure S4A and S4B, respectively) mutants compared to the control strain. We therefore conclude that RPW-24 stimulates the *C. elegans* immune response genes in a manner that involves both the p38 MAP kinase cassette PMK-1 and the conserved transcription factor ATF-7, consistent with the placement of ATF-7 downstream of PMK-1 [12]. Expression analysis of RPW-24-induced genes (Figure 5C) suggests that in addition to functioning downstream of PMK-1, ATF-7 receives inputs from a PMK-1 independent pathway to coordinate the induction of putative immune effectors (such as *F35E12.5* and *F08G5.6*) and the RPW-24-mediated resistance to *P. aeruginosa* infection. This conclusion is based on the finding that the RPW-24-mediated activation of *F35E12.5* and *F08G5.6* is PMK-1 independent (as opposed to their basal level of expression), but is at least partially dependent on ATF-7 (compare Figure 4B with Figure 5C). That is, the basal levels of expression of *F35E12.5* and *F08G5.6* are both PMK-1 and ATF-7 dependent, whereas the fold induction of these genes following RPW-24 is not affected in the *pmk-1(km25)* mutant, but is reduced by at least half in the *atf-7(lof)* mutants. The biological significance of this PMK-1-independent transcriptional activator is not known.

It is also interesting to note that RPW-24 exhibited an attenuated, but significant (*P*<0.001) and reproducible ability to rescue the *atf-7(lof)* mutants. Therefore, the anti-infective activity of RPW-24 may involve another immune signaling pathway, independent of both the p38 MAP kinase pathway and ATF-7. This conclusion is consistent with the observation that RPW-24 also modestly, but significantly (*P*<0.001), extends the lifespan of *pmk-1(km25), sek-1(km4)*, *nsy-1(ag3)*, and *tir-1(qd4)* mutant animals infected with *P. aeruginosa* (Figure 3), and the fact that the induction of *F35E12.5* and *F08G5.6* is not completely abrogated in the *atf-7(lof)* mutants. An alternate explanation is that RPW-24 affects virulence factor production by *P. aeruginosa* or exerts a subtle effect on growth of the pathogen.

### RPW-24 Is Toxic to *C. elegans*

In addition to inducing a preponderance of genes involved in the transcriptional response to pathogenic bacteria, RPW-24 caused the upregulation of genes involved in the detoxification of small molecules (Table S1). 

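Many genes of small molecule detoxification rose strongly in RPW-24. Of 64 UDP-glucuronosyltransferase genes, whose products attach sugars to foreign compounds, 23 rose and none fell at an adjusted p under 0.05 from limma, with 25 and 3 when adjusted over the list alone. *ugt-9*, *ugt-13* and *ugt-67* were 352-fold, 252-fold and 221-fold higher, with adjusted p of 0.000554, 0.000135 and 0.000135 from limma. Of 73 cytochrome P450 genes, 21 rose and 2 fell, with 23 and 5 when adjusted over the list alone, and those that fell were *cyp-25A1* and *cyp-34A8*, with log2 fold changes of -1.49 and -0.87 (adjusted p of 0.0172 and 0.0115 from limma). Of 43 glutathione S-transferase genes, whose products attach glutathione, 8 rose and 2 fell, with 10 and 3 when adjusted over the list alone. *gst-21* was at 10.8 ± 1.03 (SD, n = 3) in DMSO and 6390.5 ± 685 (SD, n = 3) in RPW-24, a log2 fold change of 9.20 (standard error 0.11, adjusted p = 4.66e-05 from limma), and *gst-5* rose 144-fold to 24527 ± 629.8 (SD, n = 3) (adjusted p = 0.000525 from limma). *gst-4* was 2.12-fold lower (adjusted p = 0.0304 from limma). Of 30 short-chain dehydrogenase genes named *dhs*, 3 rose and 3 fell, with 5 and 4 when adjusted over the list alone, and *dhs-25* had a log2 fold change of -1.90 (standard error 0.25, adjusted p = 0.0334 from limma). At the study's thresholds, 46 genes of the 4 classes were at least 3-fold higher, and 23 of these were among the 51 that were at least 50-fold higher, counts that leave out short-chain dehydrogenases without a *dhs* name. In limma's camera test the first 3 classes were higher, with adjusted p of 1.62e-14, 3.18e-08 and 0.00436, and the short-chain dehydrogenases were not (adjusted p = 0.714). With an estimated correlation, the adjusted p of the 4 classes, in this order, were 0.095, 0.095, 0.255 and 0.802. Tested with fry, without a comparison to other genes, all 4 were higher, with adjusted p of 5.19e-05, 8.29e-05, 0.00292 and 0.0064. With the replicate letter as a block, 14, 12, 3 and 1 genes of the classes rose and 1 glutathione S-transferase gene fell, and the block's adjusted p was 0.114 for *cyp-25A1*, 0.126 for *cyp-34A8*, 0.192 for *gst-4* and 0.191 for *dhs-25*. The block over probe sets with a mean log2 value of at least 5 gave 19, 19, 9 and 6 higher and 2, 2, 4 and 3 lower.

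**Figure D2:**
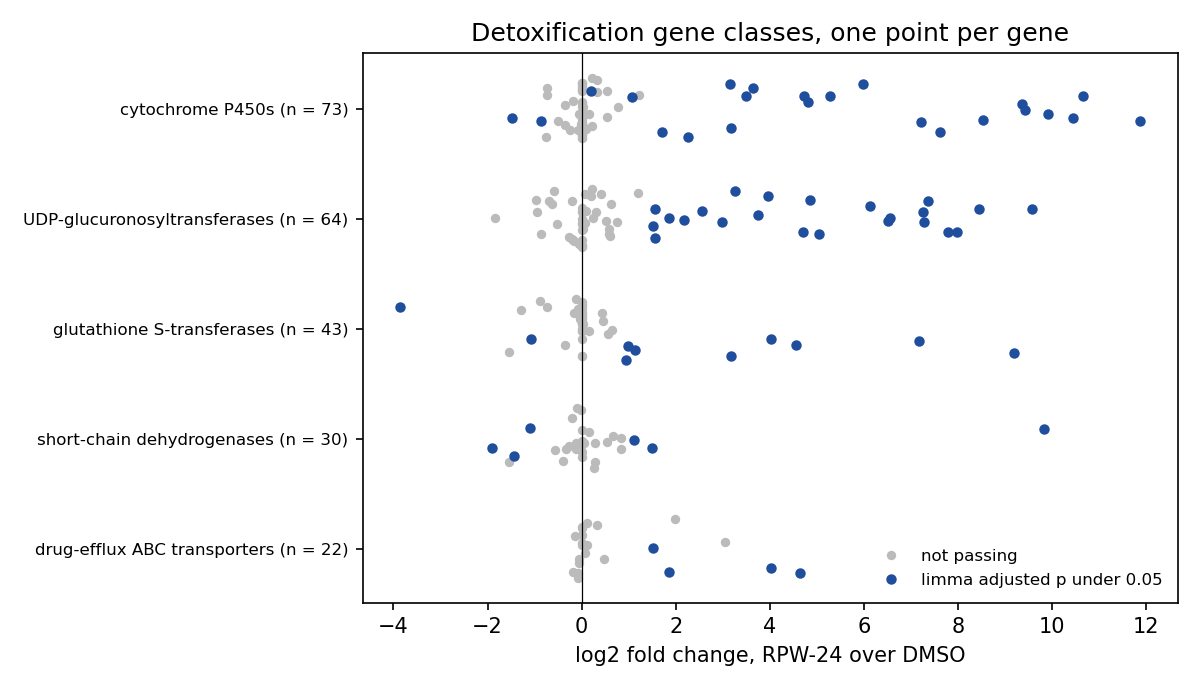
Log2 fold change of RPW-24 over DMSO (x axis) for each measured gene of 5 detoxification classes (y axis, points spread vertically for legibility), 1 point per gene from 3 arrays a group. Blue points have an adjusted p under 0.05 from limma and grey points do not. Points that pass at the right of the axis are 21 P450, 23 UDP-glucuronosyltransferase, 8 glutathione S-transferase, 3 short-chain dehydrogenase and 4 ABC transporter genes.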

The microarray analysis revealed that 58 of the 269 genes activated 3 fold or more and 31 of the 57 genes activated 50 fold or more were UDP-glucuronosyltransferases (UDPs), cytochrome P450s (CYPs), glutathione-s-transferases (GSTs) or short-chain dehydrogenases (SDRs). These gene classes play integral roles in the Phase I and II detoxification of both endobiotic and xenobiotic toxins in both nematodes and mammals [19], [20]. Indeed, seven of ten CYPs, two of three UDPs, one of four GSTs, three of three carboxylesterases, and three of six C-type lectins were induced both by RPW-24 and exposure to five xenobiotic toxins [21]. 

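Genes that act beside these enzymes also rose. Of 22 genes for ABC transporters of the P-glycoprotein, multidrug resistance protein and related groups, which pump compounds out of cells, 4 rose and none fell at an adjusted p under 0.05 from limma, with 7 and 1 when adjusted over the list alone. *pgp-3* was at 48.4 ± 13 (SD, n = 3) in DMSO and 1206 ± 266 (SD, n = 3) in RPW-24, a log2 fold change of 4.65 (standard error 0.27, adjusted p = 0.00306 from limma), and *mrp-3*, *mrp-5* and *pgp-2* had log2 fold changes of 4.03, 1.86 and 1.52 (adjusted p of 0.00299, 0.0114 and 0.0327 from limma). Of 5 *cdr* genes, which encode proteins related to glutathione S-transferases and are known to respond to cadmium, 2 rose and none fell, with 3 and 0 when adjusted over the list alone. These were *cdr-1*, at 8.39 ± 1.84 (SD, n = 3) in DMSO and 739 ± 129 (SD, n = 3) in RPW-24, and *cdr-4*, at 55-fold higher (adjusted p of 0.000899 and 0.00144 from limma). Of 16 alcohol and aldehyde dehydrogenase genes, 1 rose and 2 fell, with 3 and 5 when adjusted over the list alone. *alh-5* rose 8.85-fold (adjusted p = 0.0035 from limma) and *alh-13* had a log2 fold change of -2.06 (standard error 0.31, adjusted p = 0.0473 from limma). The ABC transporter and *cdr* lists were higher in camera, with adjusted p of 0.00459 and 2e-05, and had adjusted p of 0.324 and 0.108 with an estimated correlation. In the fit with the replicate letter as a block, *pgp-3* and *cdr-1* kept an adjusted p under 0.05 from limma, while those of *mrp-3*, *mrp-5*, *pgp-2*, *cdr-4*, *alh-5* and *alh-13* were 0.0569, 0.0882, 0.11, 0.0536, 0.0515 and 0.16.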

Taken together, these data suggest that RPW-24 induces xenobiotic detoxification pathways in *C. elegans*.

To determine if RPW-24 adversely affects wild-type nematodes growing in the absence of pathogen, we first used a behavioral assay designed to study the aversion response of *C. elegans* to xenobiotic toxins [22]. The addition of some poisons to the center of small lawns of non-pathogenic *E. coli* causes *C. elegans* animals to leave the lawn, presumably to minimize toxin exposure. Interestingly, we observed a significant aversion response to 70 µM RPW-24 (Figure 6A and 6B). After 16 hours, 51% of the nematodes had left the lawn containing RPW-24, whereas only 7% of animals left a control lawn (*P* = 0.002; Figure 6B). Next, we conducted a lifespan assay on nematode growth media supplemented with either DMSO or varying concentrations of RPW-24 and found that RPW-24 shortened *C. elegans* lifespan in a dose-dependent manner (Figure 6C), with 70 µM RPW-24 resulting in a 24% reduction in median lifespan. Interestingly, we observed lifespan shortening only at compound concentrations that rescued *C. elegans* from *P. aeruginosa* infection [7, 35 and 70 µM, but not 0.7 µM]. We also found that 70 µM RPW-24 slowed the development of animals when they were exposed at the first larval stage (L1)(Figure 6D).

**Figure 6:**
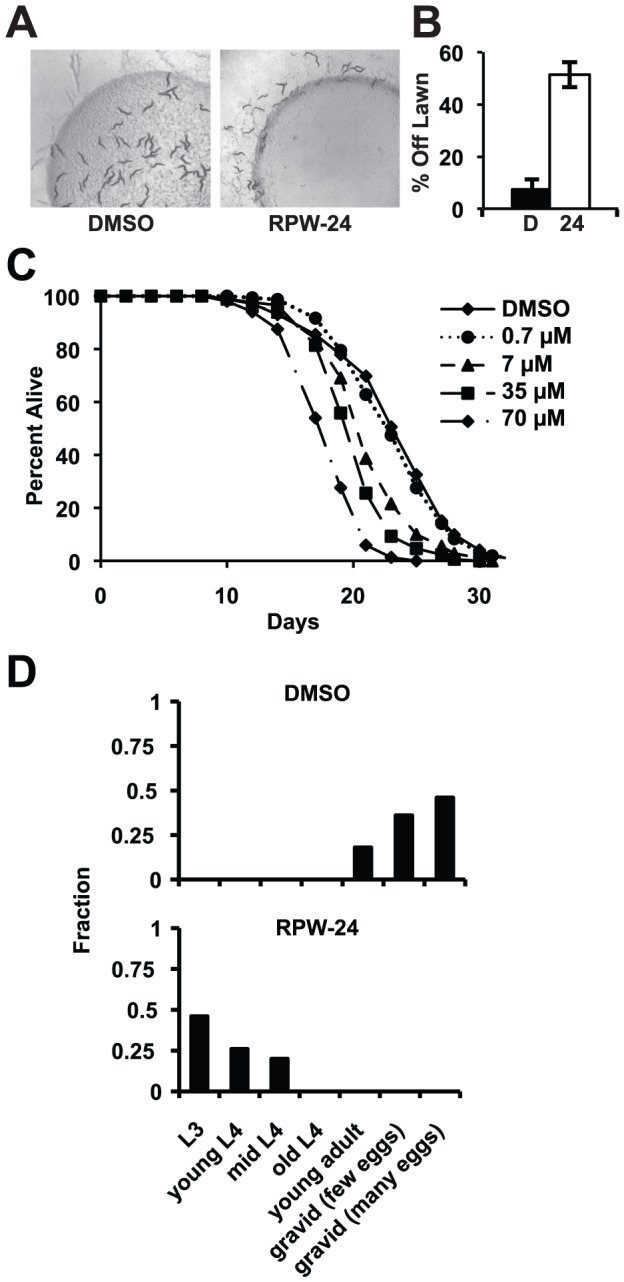
RPW-24 is toxic to *C. elegans*. (A) Wild-type *C. elegans* leave a lawn of *E. coli* containing 70 µM RPW-24 more so than DMSO after 16 hours of exposure. (B) The average percentage of wild-type *C. elegans* that were off a lawn of *E. coli* supplemented with either DMSO or 70 µM RPW-24 after 16 hours of exposure from three plates per condition [as in (A)] is presented with error bars representing SEM. *P* = 0.002 for the comparison of the two conditions. (C) RPW-24 shortens the lifespan of wild-type *C. elegans* in a dose-dependent manner. Data at each time point are the average of three plates per strain, each with approximately 50 animals per plate (sample sizes are given in Table S2). (D) RPW-24 slows development of wild-type *C. elegans*. Developmental stage was accessed in 50 animals per treatment group and presented as the percentage of the population that was at the indicated development stage after 65 hours of incubation at 20°C.

In *C. elegans*, oxidative stress is a potent inducer of phase II detoxification genes. Moreover, the p38 MAP kinase PMK-1 regulates the cellular response to oxidative and arsenite stress, but through the transcription factor SKN-1, not ATF-7 [12], [23]–[25]. We therefore wondered whether RPW-24 might confer protection against arsenite stress. We found, however, that 70 µM RPW-24 did not protect nematodes exposed to 5 mM sodium arsenite for 16 hours at 20°C (Figure S5). In fact, the toxicity of RPW-24 and sodium arsenite were synergistic in this assay, resulting in nearly 100% mortality of wild-type nematodes exposed to both compounds (Figure S5).

While RPW-24 confers a survival advantage for nematodes infected with pathogenic bacteria, these data demonstrate that it is toxic to *C. elegans* growing under standard laboratory conditions. Whether this toxicity is a consequence of direct effects of the compound on *C. elegans* or hyper-activation of the immune system by RPW-24 is unknown.

## Discussion

We hypothesized that a *C. elegans*-based screen for novel anti-infectives would identify small molecules that act by stimulating the host immune response. Four lines of evidence allow us to conclude that RPW-24 protects *C. elegans* from bacterial infection by inducing the production of putative immune effectors via an evolutionarily conserved immune pathway. First, RPW-24 confers a survival advantage for nematodes infected with the Gram-positive bacteria *E. faecalis* and the Gram-negative bacteria *P. aeruginosa* at doses that do not inhibit *in vitro* growth of these pathogens. Second, whole genome microarray analysis demonstrates that RPW-24 induces a transcriptional response in *C. elegans* in the absence of pathogen exposure. We observed that 26% of the genes induced 3-fold or greater are also induced by infection with *P. aeruginosa*. Moreover, we showed that the RPW-24-mediated induction of several putative immune effectors is enhanced in the context of *P. aeruginosa* infection. Third, using *C. elegans* animals deficient in immune pathway signaling in pathogenesis assays and gene expression analyses, we demonstrated that the TIR-1/NSY-1/SEK-1/PMK-1 cascade in *C. elegans* is required for RPW-24 to exert its full effect. Lastly, an RNAi screen indicated that the transcription factor ATF-7 controls the RPW-24-mediated induction of a putative immune effector gene. The ability of RPW-24 to promote survival of *P. aeruginosa*-infected nematodes is partially dependent on this transcription factor. ATF-7 has been shown to function downstream of the MAPK PMK-1 to activate the expression of immune effectors [12]. Here we show that ATF-7 also activates the expression of genes independently of the PMK-1 p38 MAPK pathway. In summary, these data strongly suggest that immune gene activation by RPW-24 is required for its protective effects. While it is theoretically possible that RPW-24 confers protection for *C. elegans* by also inhibiting virulence factor production in both *E. faecalis* and *P. aeruginosa*, we feel this is less likely given that clear effects of RPW-24 on the nematode and the evolutionary diversity between these bacterial pathogens.

An unexpected observation in our transcriptome profiling analysis was that RPW-24 caused the dramatic induction of genes involved in the detoxification of small molecules, including UDP-glucuronosyltransferases (UGTs), cytochrome P450s (CYPs), glutathione-s-transferases (GSTs) and short-chain dehydrogenases (SDRs). In mammals, these gene classes act together to detoxify xenobiotic small molecules via two successive reactions [19]. Phase I reactions involve the addition of chemically reactive functional groups to the toxins and are predominantly mediated by CYPs and SDRs. In Phase II, UGTs and GSTs add side groups that increase the solubility of small toxic molecules, which aides in their excretion. These mediators of detoxification are highly conserved throughout evolution and are present in *C. elegans* [20], [26], [27]. Their marked induction by RPW-24 suggests that this compound may be recognized as a toxin. Consistent with this hypothesis, RPW-24 caused a strong behavioral avoidance phenotype, shortened nematode lifespan, and delayed the development of nematodes growing on non-pathogenic bacteria.

We have identified a low molecular weight molecule that can potently activate the innate immune response of *C. elegans*. The target of this compound is not known, nor are the mechanisms that act upstream of the p38 MAP kinase cassette to trigger the RPW-24-mediated immune activation in *C. elegans*. Indeed, it also unclear how any of the *C. elegans* immune pathways, including the p38 MAP kinase cassette, are activated during bacterial infection. Recently, several investigators have shown that the nematode monitors the integrity of cellular processes as a means to detect pathogen invasion, and to trigger defense responses and behavioral avoidance phenotypes. McEwan et al. [28] and Dunbar et al. [29] each found that the inhibition of translation by a bacterial toxin induced a protective immune response in *C. elegans* that was dependent on the p38 MAP kinase and ZIP-2 pathways. Similarly, Melo et al. showed that disruption of core cellular processes, such as translation, mitochondrial respiration and proteasome function, by bacterial toxins induced a behavioral avoidance phenotype [22]. Thus, it is possible that the toxic effects of RPW-24 trigger immune response pathways and a behavioral aversion response in an analogous manner. Alternatively, RPW-24 itself could directly activate immune pathways in *C. elegans*.

In this study, we have demonstrated the utility of using small molecules in conjunction with classical epistasis analysis and RNAi screens to dissect immune signaling pathways in *C. elegans*. We therefore hypothesize that RPW-24 can be used as a tool in additional genetic analyses both to identify the target(s) of this small molecule and to determine mechanism by which the p38 MAP kinase pathway is activated by RPW-24, which may offer insights into how *C. elegans* detects bacterial pathogens.

The World Health Organization has declared that antimicrobial-resistant pathogens are one of the three greatest threats to human health. Exacerbating this problem is the striking absence of novel antibiotics in the development pipeline. In 2008, there were only 16 antimicrobial compounds in late stage clinical trials and only one of these agents had a novel mechanism of action [30]. Furthermore, all of these agents target some aspect of bacterial replication or metabolism. Indeed, it has been suggested that the obvious bacterial targets amenable for antimicrobial drug design have been exhausted [31]. Identifying host-acting small molecules that modulate innate immune responses is a promising approach to identify novel antimicrobial therapies [32]. In theory, such agents should place minimal selection pressure on bacteria to acquire resistance determinants and could have broad-spectrum antimicrobial activity. Agonists of the mammalian Toll-like and NOD-like receptors are among the most promising compounds that are being explored for this purpose [32], [33]. We propose that *C. elegans*-based compound screening assays can be used to mine large chemical libraries for additional small molecule anti-infectives that act by stimulating host immune defenses. Whether or not these host-acting small molecules will be effective for the treatment of bacterial infections in mammals, genetic dissection of the *C. elegans* signaling pathways activated by such compounds may suggest strategies for the development of new classes of antimicrobial therapies.

## Materials and Methods

### *C. elegans* Strains

*C. elegans* were maintained and propagated on *E. coli* OP50 as described [34]. The *C. elegans* strains used in this study were: N2 Bristol [34], *pmk-1(km25)* [10], *sek-1(km4)* [10], *nsy-1(ag3)* [10], *tir-1(qd4)* [11], *atf-7(qd137)* [12], *atf-7(qd22 qd130)* [12], *fshr-1(ok778)* [16], *zip-2(tm4067)* [17] *glp-4(bn-2)* [35], AU78 [*agIs219 (pT24B8.5::GFP::unc-54*-3′UTR p*ttx-3::GFP::unc-54*-3′utr)] [11] and AY101 [*acIs101*[*pDB09.1(pF35E12.5::GFP*); pRF4(*rol-6(su1006)*)] [13].

### *C. elegans* Bacterial Infection and Other Assays

Slow-killing *P. aeruginosa* solid media infection assays were performed as previously described [15] with some modifications. A single colony of *P. aeruginosa* PA14 was innoculated into 3-mL of Luria-Bertani (LB) media and allowed to incubate at 37°C for 14 to 15 hours. 10 µL of this culture was added to 35-mm tissue culture plates containing 4 mL of slow kill agar supplemented with 1% DMSO and the indicated conentration of RPW-24. Others have shown that this concentration of DMSO has little effect on growth or development of *C. elegans* [36], [37]. Plates were incubated for 24 hours at 37°C and 24 hours at 25°C. *C. elegans* lifespan assays were conducted on nematode growth media (NGM) supplemented with the indicated concentraion of RPW-24 and seeded with OP50. The sensitivity of RPW-24-treated wild-type animals to oxidative stress was determined using 5 mM sodium arsenite following a previously described protocol [12]. For the infection, lifespan and sodium arsenite assays, 0.1 mg/mL 5-fluorodeoxyuridine (FUDR) was added to the media 1 to 2 hours before the start of the assay to prevent progeny from hatching. Approximately 50 L4 staged nematodes were picked to each of three or four assay plates per experimental condition. Animals were scored as live or dead on a daily basis by gently touching them with a platinum wire. Worms that crawled onto the wall of the tissue culture plate were eliminated from the analysis. The *P. aeruginosa* killing assays were conducted at 25°C. The lifespan and sodium arsenite assays were performed at 20°C. The sample sizes for each of these experiments are given in Table S2. For the experiments with the *atf-7(lof)* mutants, we used an N2-derived strain carrying the *acIs219* transgene (AU78) as the control strain because this transgene is also present in the *atf-7* mutant strains [12]. The *C. elegans* liquid media infection assay used to screen the 31 compounds for those with activity against *P. aeruginosa*-infected nematodes was developed in our laboratory and was conducted in either 384 or 96 well plates using *glp-4(bn-2)* animals (Kirienko, NV and Ausubel FM, unpublished data). Growth of *P. aeruginosa* in the presence of RPW-24 was determined by inoculating 1.0×10^4^ bacteria in liquid slow-kill media containing either 70 µM RPW-24 or DMSO and allowing the culture to grow at 37°C in a roller drum. At the indicated time points, 10 µL of the culture was removed and CFUs were determined by plating serial dilutions.

The propensity of wild-type *C. elegans* to leave a lawn of bacteria supplemented with RPW-24 was assayed using a previously described protocol [22]. Briefly, 6-well tissue culture plates containing NGM were seeded with concentrated *E. coli* OP50. 70 µM RPW-24 or an equal volume of DMSO was added to the center of the *E. coli* lawn and allowed to dry. 70 to 90 young L4 animals were added to the center of the lawns and animals were scored as either on or off the lawn after 16 hours incubation at room temperature. To determine if RPW-24 slowed the development of wild-type animals, 70 µM RPW-24 or DMSO was added to NGM plates and seeded with OP50. L1 staged animals, synchronized by hypochlorite treatment, were added to these plates and allowed to incubate at 20°C for 65 hours. Developmental stages of 50 animals per treatment group were determined by microscopic examination of the gonad.

### *C. elegans* Microarray Analysis

N2 animals were synchronized by hypochlorite treatment. Arrested L1s were plated on 10 cm NGM plates seeded with *E. coli* OP50 and grown at 20°C until the late L4 larval stage. Animals were incubated for 15 hours at 15°C in 2 mL of liquid S-basal complete medium [38] containing 70 µM RPW-24 or DMSO and supplemented with *E. coli* OP50. The final concentration of DMSO in both samples was 1%. RNA was extracted from three biological replicates using TRI Reagent (Molecular Research Center) according to the manufacturer's instructions and purified using an RNeasy column (Qiagen). RNA samples were prepared and hybridized to Affymetrix full-genome GeneChips for *C. elegans* at the Harvard Medical School Biopolymer Facility (Boston, MA) following previously described protocols [5], [8] and instructions from Affymetrix. Data were analyzed using GenePattern version 2.0 software using GC-RMA and quantile normalization [39]. Conditions were compared using GenePattern to determine the fold change between conditions for each probe set and to generate a *P* value using a modified *t*-test. Probe sets were considered differentially expressed if the fold change was 3-fold or greater (*P*<0.025).

### Quantitative RT–PCR (qRT–PCR) Analyses

Animals of the indicated genotype were treated and RNA was extracted as described for the microarray analysis. For the experiments with the *atf-7(lof)* mutants, we used strain AU78 as as the control strain [12]. For gene expression analysis of nematodes on solid media, 70 µM RPW-24 or DMSO was added to 20 mL nematode growth media in 10 cm petri dishes seeded with *E. coli* OP50. For qRT-PCR studies of nematodes infected with *P. aeruginosa*, 20 mL of slow killing media was added to 10 cm petri dishes containing either DMSO or 70 µM RPW-24. Plates were seeded with either 250 µL of *E. coli* OP50 or 50 µL *P. aeruginosa* diluted in 200 µL LB, each from overnight cultures. The plates were incubated for 24 hours at 37°C and 24 hours at 25°C. Old L4/young adult animals were added to the assay plates and incubated at 25°C for eight hours. RNA was reverse transcribed to cDNA using the Retroscript kit (Ambion). cDNA was analyzed by qRT-PCR using a CFX1000 machine (Bio-Rad) and previously published primers [8]. All values were normalized against the control gene *snb-1*, which has been used previously in qRT-PCR studies of *C. elegans* innate immunity [5], [8], [9], [12], [40]. 

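The level of *snb-1*, which encodes a synaptobrevin of synaptic vesicles, differed by less than the spread between arrays. Its brighter probe set was at 4673 ± 251 (SD, n = 3) in DMSO and 4669.8 ± 407 (SD, n = 3) in RPW-24, with a log2 fold change of -0.00 (95% confidence interval -0.21 to 0.20) and p = 1.0 in a two-sided exact permutation test. The dimmer probe set was at 2284 ± 207 (SD, n = 3) in DMSO and 2329 ± 281 (SD, n = 3) in RPW-24, with a log2 fold change of 0.03 (95% confidence interval -0.27 to 0.32) and p = 0.7 in the same exact test. The intervals bound any change at these levels and do not show that none occurred. Of 11 reference genes measured, none passed at an adjusted p under 0.05 from limma, against 1 higher and 2 lower at an unadjusted p under 0.05 from limma and 1 higher and 1 lower by the methods' t-test. All 11 had a mean log2 value of at least 5, and over such probe sets alone *csq-1* was higher (log2 fold change 0.76, adjusted p = 0.0208 from limma) and *eif-3.C* lower (-0.30, adjusted p = 0.049). The median log2 fold change of the 11 was -0.18 (quartiles -0.24 and 0.01, medians of the pairs -0.12 to -0.05). The actin gene *act-3* and the tubulin gene *tbb-2* had log2 fold changes of 0.02 and -0.02. With arrays centred on their medians, the log2 fold change of *snb-1* is -0.14.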

Analysis of the microarray expression data revealed that the expression of *snb-1* did not vary under the conditions tested in the experiment. Fold change was calculated using the Pfaffl method [41].

### Feeding RNAi Screen

The RNAi screen of 393 transcription factors was conducted using RNAi clones from the Ahringer and Vidal RNAi libraries and an established protocol [42]. The RNAi clone for *atf-7* was developed by Shivers et al [12]. Briefly, overnight cultures of feeding RNAi clones were added to each well of a 96-well RNAi plate and allowed to grow at room temperature overnight. 40–60 L1 staged *acIs101* animals, which express a *F35E12.5::GFP* transgene, were added to each well and allowed to grow for two days at 20°C until they were at the L4 or young adult stage. Animals were then washed from the RNAi plates into S-basal complete media [38] containing 70 µM RPW-24. All experiments with feeding RNAi used a *gfp* RNAi as the negative control, which resulted in no visible GFP expression in *acIs101* transgenic animals. *acIs101* animals treated with the empty vector L4440 and exposed to 70 µM RPW-24 was used as the positive control. Animals were scored for GFP expression following photograph of each well using an Image Xpress Micro microscope (Molecular Devices Corporation, Sunnyvale, CA).

### Microscopy

Nematodes were mounted onto agar pads, paralyzed with 10 mM levamisole (Sigma) and photographed using a Zeiss AXIO Imager Z1 microscope with a Zeiss AxioCam HRm camera and Axiovision 4.6 (Zeiss) software.

### Statistical Analyses

Differences in survival of *C. elegans* animals infected with *P. aeruginosa* on slow-killing assay plates were determined with the log-rank test. To determine if the increase in survival conferred by RPW-24 treatment was different in one population compared to another [for example, in wild-type versus *pmk-1(km25)* animals], we examined the difference in the effect of RPW-24 treatment on the hazard in each group using a Cox proportional hazard model (Stata11, Stata, College Station, TX). Fold changes in the qRT-PCR analyses and the differences in survival in the arsenite assays were compared using unpaired, two-tailed student *t*-tests. When comparing microarray datasets, the overlap expected by chance alone was determined in 50 groups of randomly selected *C. elegans* genes using Regulatory Sequence Analysis Tools (http://rsat.ulb.ac.be/rsat/), a technique that has been used for similar analyses [43]. *P* values were determined using chi-square tests.

### Accession Numbers

Accession numbers for the genes and gene products mentioned in this paper are given for Wormbase, a publicly available database that can be accessed at http://www.wormbase.org. These accession numbers are *pmk-1 (B0218.3), nsy-1 (F59A6.1), sek-1 (R03G5.2), atf-7 (C07G2.2), zip-2 (K02F3.4), fshr-1 (C50H2.1), skn-1 (T19E7.2), C32H11.1, F35E12.5, F08G5.6, C29F3.7, K08D8.5, F49F1.6, C14C6.5*, *lys-7 (C02A12.4)*, *clec-67* (*F56D6.2*) and *mtl-1 (K11G9.6)*. The microarray dataset can be downloaded from the National Center for Biotechnology Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo). The accession number for these data is GSE37266.

## Supporting Information

Figure S1 The compound structures of the anti-infective small molecules presented in Table 1.
(EPS)

Figure S2 RPW-24 reduces the burden of *P. aeruginosa* in the *C. elegans* intestine. Wild-type nematodes exposed to either DMSO or 70 µM RPW-24 were photographed 40 hours after infection with *P. aeruginosa*. At 40 hours after infection, greater than 95% of animals are still alive in both treatment groups (Figure 1C). Images from the proximal (top) and mid (bottom) portions of the intestine are presented. Arrowheads outline the intestinal lumen and the arrow points to the pharyngeal grinder. Individual *P. aeruginosa* can be seen within the *C. elegans* intestine in the picture on the top left. The scale bar equals 10 µm.
(EPS)

Figure S3 RPW-24 induces the transcription of putative immune effectors. 10 putative immune effectors that were induced in the microarray analysis (Figure 2A) were studied by qRT-PCR in RPW-24 and DMSO-exposed animals on solid and in liquid media. The fold change of the indicated genes in animals exposed to RPW-24 versus expression in DMSO-exposed animals in the transcriptome profiling analysis is indicated with gray bars. qRT-PCR data are plotted versus expression of the indicated genes in *C. elegans* exposed to DMSO on the indicated media and are presented as the average of two biological replicates each normalized to a control gene with error bars representing SEM.
(EPS)

Figure S4 The full efficacy of RPW-24 requires the *C. elegans* transcription factor ATF-7. *P. aeruginosa* infection assay of wild-type *C. elegans* compared to *atf-7(qd137)* (A) and *atf-7(qd22 qd130)* mutant animals (B) exposed to 70 µM RPW-24 and DMSO. Data at each time point are the average of three plates per strain, each with approximately 50 animals per plate (sample sizes are given in Table S2). The lifespan extension conferred by RPW-24 in wild-type animals was significantly greater than that observed in *atf-7(qd137)* and *atf-7(qd22 qd130)* animals (*P*<0.001 for both comparisons). Data are representative of two independent experiments. An N2-derived strain carrying the *acIs219* transgene was used as the control strain because this transgene is also present in the *atf-7(qd137)* mutant [12].
(EPS)

Figure S5 RPW-24 does not cause resistance to arsenite. Animals were treated with 5 mM sodium arsenite and 70 µM RPW-24 (24) or DMSO (D) for 18 hours. Shown is the average survival of animals on three plates per condition, each with approximately 50 animals per plate (sample sizes are given in Table S2). The error bars are SEM. *P*<0.01 for the comparison in survival.
(EPS)

Table S1 Differentially expressed genes following RPW-24 treatment identified in a genome-wide transcriptional profiling experiment. 

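Table S1 lists 355 probe sets in the copy used here, 288 higher and 67 lower, each with a mean intensity per group, a fold change and a P value, and all 355 are in the deposited table. Among them are the CUB-like, ShK-like, C-type lectin and detoxification genes that the paper describes. The means of Table S1 are arithmetic means of the linear intensities of the 3 arrays, with a largest difference of 0.111%. For all 355 probe sets its P value lies within 1 percent of an unpaired test with equal variances on those intensities. Of the 355, 354 pass the study's thresholds in limma on the log2 scale, and 316 have an adjusted p under 0.05. A further 64 probe sets pass the thresholds in limma and are not listed. Its largest P is 0.026, the 1 value that is not under 0.025.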

Presented are the lists of Affymetrix probe sets, the corresponding gene names, the fold change and the *P* value for all probe sets whose expression changed more than three-fold (*P*<0.025) in wild-type nematodes exposed to RPW-24 versus DMSO. A summary of the data is presented at the bottom of the worksheet.
(XLSX)

Table S2 Sample sizes for the infection assays, the lifespan assay and the arsenite assay. Sample sizes do not include censored animals.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

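RNA of wild-type *C. elegans* exposed to 70 µM RPW-24 or to DMSO was measured on 6 Affymetrix whole genome arrays, 3 per group, from 3 biological replicates lettered G, H and I. The authors made the deposited intensity values from the scanned arrays with GC-RMA and quantile normalization in GenePattern version 2.0. The version of GC-RMA is not given in the sources used here. The deposited table holds 1 linear intensity per probe set and array, with a lowest value of 4.39 that all arrays share, and arrays were not pooled. Because the arrays were quantile normalized, a change in total RNA cannot be read from them. The methods do not say whether all 6 were normalized together. The median intensity was between 8.94 and 9.04 on the DMSO arrays and between 9.83 and 9.98 on the RPW-24 arrays. Arrays have no read depth, and their number limits the precision.

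From the deposited table, 77 control probe sets were left out of 22625 and the other 22548 were put on the log2 scale. Genes were named from the annotation of the array, of which 20766 probe sets name 1 gene, 887 several and 895 none. Of the 1-gene probe sets, 20701 name a gene of the reference table, which is of assembly WBcel235 and was used for names and for which genes neighbour each other. Probe sets with several genes were left out of gene counts, and 2981 genes have more than 1 probe set. A gene counts as changed at the study's thresholds if any of its probe sets passes, and its value is that of the probe set with the highest mean over all arrays.

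The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend of the variance on the mean), with no block and no filter on level, as the study's unpaired test has none. Changed genes were counted at a fold of at least 3 and an unadjusted p under 0.025, the thresholds in the methods, and also at a Benjamini-Hochberg adjusted p under 0.05. The methods' t-test was run on the same arrays, unpaired, with equal variances on linear intensities, the form that gives the P values of Table S1. Gene lists, 50 in all, were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry, and adjusted over the lists. Of the 50 lists, 23 had an adjusted p under 0.05 from camera with the preset correlation and 0 with the estimated one, the lowest adjusted p there being 0.095. With 6 arrays the estimated form has few degrees of freedom, so a list that it does not call is not shown to be unchanged. Random gene sets and exact permutation tests were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9.

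The genes that the text names are the 10 with the largest increase and the 10 with the largest decrease among genes at an adjusted p under 0.05 and at least 3-fold that moved the same way in the pairs G, H and I, the genes that the paper names, up to 4 members in each direction of each list at an adjusted p under 0.05, and the p38 pathway, metallothionein, vitellogenin and reference genes. The rule, the lists, the fit and most alternatives were fixed before the data were examined, that is, before the deposited values were opened. All of Table S1 had been read by then, so the choice of the lists, of the rule and of the named classes was made with its changed genes in view and is not blind to the result.

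The submitters describe the 2 treatments of a replicate letter as run in parallel, so the letter pairs the arrays. Over 13390 probe sets above the lowest value, deviations from the group means of arrays with the same letter had correlations of 0.0884 for G, 0.145 for H and 0.138 for I, and those of different letters lay between -0.0953 and -0.0327. A fit with the letter as a block was an alternative.

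The script was tested on simulated data, with 200 of 22548 probe sets changed, 50 at each of 4 sizes. The changed ones were drawn only from probe sets whose DMSO mean lies well above the lowest intensity. Recovery among dim probe sets was therefore not tested. At an adjusted p under 0.05 limma recovered 12 of 50 at 1.5-fold, 30 at 2-fold, 40 at 3-fold and 47 at 10-fold, with 11 false calls. The study's thresholds recovered 28 of 50 at 3-fold and 50 of 50 at 10-fold, with no false call. Other alternatives were each array left out in turn, a variance model without the trend, a mean log2 value of at least 5, arrays centred on their medians, a further quantile normalization, no probe sets that can match several transcripts, the mean of all probe sets of a gene, other t-tests, other folds and other thresholds. The RNAi, qRT-PCR and survival experiments, and the overlaps with gene sets of other studies, were not analysed here.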

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

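Several tests were chosen after Table S1 or the data had been seen, from which their results can largely be read. They are those with dim values, with values under 32 set to 32 and without probe sets that can match several transcripts. The block over probe sets with a mean log2 value of at least 5 was chosen in the same way. The tests on marker lists and on other splits were written before their results were known. Table S1 had been read and the deposited values opened by then, so they are not blind either. The gene groups that follow lie outside those the paper discusses, apart from the other regulators of immunity, of which the paper studies *zip-2* and *fshr-1* with mutants, and they were listed with Table S1 in view and were picked out because camera with its preset correlation gave an adjusted p under 0.05 and at least 2 members rose against DMSO.

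Of 14 genes of the endoplasmic reticulum stress response, 8 rose and none fell at an adjusted p under 0.05 from limma (11 and 0 adjusted over the list alone, 1 higher with the replicate letter as a block), among them the chaperone *hsp-3* at 3356 ± 311 (SD, n = 3) in DMSO and 9666 ± 509 (SD, n = 3) in RPW-24, the cochaperone *dnj-7* at 3.82-fold, and the disulfide isomerases *pdi-2* and *pdi-6* at 2.61-fold and 2.46-fold (adjusted p = 1.99e-11 from camera, adjusted p = 0.108 with an estimated correlation). Of 10 cytosolic heat shock genes, 3 rose and none fell (4 and 0 adjusted over the list alone, 1 with the block), namely *hsp-17* at 254 ± 50.2 (SD, n = 3) in DMSO and 4351 ± 410.2 (SD, n = 3) in RPW-24, *hsp-16.2* at 25-fold and *hsp-70* at 14.1-fold (adjusted p = 0.0149 from camera, adjusted p = 0.244 with an estimated correlation). The block raised the adjusted p from limma to 0.0515, 0.0586, 0.103, 0.149, 0.08 and 0.11 for *hsp-3*, *dnj-7*, *pdi-2*, *pdi-6*, *hsp-16.2* and *hsp-70*. Over probe sets with a mean log2 value of at least 5, the block gave 8 of the 14 endoplasmic reticulum stress genes and 3 of 8 heat shock genes higher.

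Of 254 nuclear hormone receptor genes, ligand-regulated transcription factors, 15 rose and none fell (20 and 0 adjusted over the list alone, 2 with the block), led by *nhr-237*, *nhr-205*, *nhr-42* and *nhr-107* with log2 fold changes of 4.80, 4.38, 3.61 and 3.09 (adjusted p = 0.00163 from camera, adjusted p = 0.108 with an estimated correlation). Of 22 drug-efflux ABC transporter genes, 4 rose, and 1 did with the block. Of 40 transthyretin-like genes, 6 rose and 1 fell (16 and 2 adjusted over the list alone, 2 and 0 with the block), with *ttr-37* at 4.18-fold and *ttr-44* at 3.13-fold lower (adjusted p = 5.18e-06 from camera, adjusted p = 0.095 with an estimated correlation). Of 25 genes for lipid-binding proteins and lipases, 4 rose and none fell (6 and 0 adjusted over the list alone, 1 with the block), with *far-3* at 431 ± 59.3 (SD, n = 3) in DMSO and 4279 ± 1517 (SD, n = 3) in RPW-24 (adjusted p = 0.0123 from camera, adjusted p = 0.14 with an estimated correlation). Of 99 neuropeptide genes, 5 rose and none fell (6 and 0 adjusted over the list alone), led by *nlp-17* at 3.37-fold, and of 14 neuron markers 3 rose and none fell (3 and 0 adjusted over the list alone, 1 with the block), with *egl-3* and *egl-21*, enzymes that process neuropeptides, at 2.01-fold and 1.64-fold (adjusted p of 1.75e-06 and 0.00352 from camera, adjusted p of 0.095 and 0.108 with an estimated correlation). Of 13 other regulators of immunity, 2 rose and none fell (3 and 0 adjusted over the list alone), *zip-2* with a log2 fold change of 0.77 (standard error 0.09, adjusted p = 0.0253 from limma) and *nhr-86* with a log2 fold change of 0.33 (adjusted p = 0.00513 from camera, adjusted p = 0.244 with an estimated correlation). With the block, limma called 0 neuropeptide genes and 0 other regulators at an adjusted p under 0.05, against 18 and 4 higher at an unadjusted p under 0.05 without it and 14 and 4 by the methods' t-test. The block raised the adjusted p from limma to 0.0756, 0.0638, 0.0515, 0.0939, 0.0925, 0.146, 0.175, 0.127 and 0.114 for *nhr-237*, *nhr-42*, *nhr-107*, *ttr-37*, *ttr-44*, *nlp-17*, *egl-3*, *zip-2* and *nhr-86*. Over probe sets with a mean log2 value of at least 5, the block gave 16 of 60 nuclear hormone receptors higher and 1 lower. Of 28 transthyretin-like genes it gave 12 higher and 2 lower. It gave 6 of 8 ABC transporters, 6 of 16 lipid-binding and lipase genes, 8 of 21 neuropeptides, 3 of 5 neuron markers and 2 of 11 other regulators higher. Without 1 array in turn, limma called 4 to 6 genes of endoplasmic reticulum stress, 1 to 3 heat shock genes, 7 to 12 nuclear hormone receptors, 2 to 4 ABC transporters, 3 to 5 transthyretin-like genes, 1 to 4 genes for lipid-binding proteins and lipases, 0 to 2 neuropeptides, 0 to 1 other regulators and 0 neuron markers higher. Of the neuron markers, 4 were higher at an unadjusted p under 0.05 with all arrays by limma and 3 by the methods' t-test. Fewer arrays leave fewer degrees of freedom, so the 0 does not show that a single array carries the calls of this group.

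Of 34 lysozyme and saposin-like genes, 7 were lower and 3 higher at an adjusted p under 0.05 from limma. Many of these genes are known to be active in the intestine, but the median log2 fold change of 13 intestine markers was 0.14 (SD of the medians of the 3 pairs 0.19), which argues against a smaller share of intestinal RNA as the whole cause. Among probe sets with a mean log2 value of at least 5, 7 were lower, 6 of them the same genes, which argues against dim values as the whole cause of the lower calls, but 7 of the 19 were higher there, so an excess of lower genes does not hold. Slower development to the adult cannot be told apart from other explanations, since the medians of the vitellogenin and oocyte lists, -0.19 and -0.12, lie above the bound of -0.2 set against it, but by less than their spread (SD of the pair medians 0.178 and 0.102). Other stage lists had no bound set. The medians of 23 major sperm protein and 15 germline genes were 0.60 and -0.23 (SD of the pair medians 0.114 and 0.144). Their adjusted p from camera were 1.01e-06 and 3.57e-05, and 0.428 and 0.25 with an estimated correlation. The medians of 143 cuticle collagens and 14 molting genes, most of them dim, were 0. The paper reports slower development in animals exposed from the first larval stage. An effect of RPW-24, with or without slower development, remains as a biological explanation. The reservation is that 3 were lower without probe sets that can match several transcripts and 0 with the block. The block leaves the log2 fold changes as they are and takes up degrees of freedom. Over the brighter probe sets the block gave 7 lower. The variance model was refitted over those probe sets, so this count cannot decide whether lost degrees of freedom account for the 0.

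Of the 51 genes at least 50-fold higher, 39 had a mean DMSO intensity under 32, so their folds could come from the lowest value that the normalization sets. With values under 32 set to 32, 36 genes were at least 50-fold higher, within the bound set for the count, which argues against the lowest value as the whole cause. The other 15 genes fall below 50-fold there, so the size of their folds depends on it. The increase with RPW-24 is the biological explanation that remains for the 36, as a hypothesis tested on the data that gave it.

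Of 73 cytochrome P450 genes, 21 rose, and near-identical paralogs can share probes. Without the probe sets that can match several transcripts, 19 rose, which argues against shared probe sets as the whole cause. Probe sets that match a single transcript by design were not tested for cross-hybridisation, and this stays open. Induction by RPW-24 is the biological explanation that the design gives, and with the block 12 rose.

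At the study's thresholds 418 probe sets changed between RPW-24 and DMSO, and among 10 splits of the arrays 1, the real one, gave as many. The highest of the others gave 1 probe set, and at an adjusted p under 0.05 from limma the real split gave 787 and the others 0. The other splits that part all 3 letter pairs also gave 0. With 10 splits a share under 0.05 cannot be reached.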

How the results depend on the processing

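Results were recomputed with other choices where these apply to them, 1 at a time except for the last 2 settings of the next sentence. Settings chosen after seeing the data are those without probe sets at the lowest value on all arrays, with values under 32 set to 32, with the block over a mean log2 value of at least 5, and with the methods' t-test and arithmetic folds together. Of 2383 values of 155 named genes and *snb-1* under alternatives, 1920 kept their call, 429 lost it, 34 gained it and 0 turned direction. Of 640 recounts of the members higher or lower in lists not named below, or lower in those named, 317 stayed within 1.5 times of the count with the first choices and 323 did not, 103 with more and 220 with fewer, and 265 of the 323 started from a count of 3 or less. The count of genes at least 50-fold higher stayed between 35 and 54 over all settings with that fold, and that of detoxification genes at least 50-fold higher between 17 and 23. Where the cause is not named, it was not tested. Signal over background limits the folds, since 35.5% to 37.1% of the values of an array lie at the lowest intensity.

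With the replicate letter as a block, probe sets at an adjusted p under 0.05 were 166 higher and 27 lower, and members that rose were 12 cytochrome P450s, 14 UDP-glucuronosyltransferases, 3 glutathione S-transferases, 1 short-chain dehydrogenase, 4 C-type lectins, 7 CUB-like genes and 2 kinases. Of 123 called named genes, 38 kept their call with the block. The block moved no count at the fold thresholds by more than 1.5 times, and those were 327 probe sets higher, 85 lower, 279 genes higher and 67 lower. With the block over a mean log2 value of at least 5, 937 probe sets were higher and 427 lower, and 111 of the 123 called named genes kept their call. Members that rose there were 19 cytochrome P450s, 19 UDP-glucuronosyltransferases, 9 glutathione S-transferases, 6 short-chain dehydrogenases, 18 C-type lectins, 12 CUB-like genes and 5 kinases. Fewer arrays leave fewer degrees of freedom, and without 1 array in turn the adjusted counts were 274 to 390 higher and 72 to 156 lower, with 4 to 9 C-type lectins, 3 to 5 kinases and 68 to 84 called named genes. The lowest count of higher probe sets and of C-type lectins, 274 and 4, came without the DMSO array of replicate H, and the lowest count of lower probe sets, 72, without the DMSO array of replicate I.

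Over probe sets with a mean log2 value of at least 5, 9951 in all, 950 were higher and 673 lower, and 5 short-chain dehydrogenases rose. Without probe sets at the lowest value on all arrays, 418 were lower. With values under 32 set to 32, 144 were lower, and 8 C-type lectins and 3 kinases rose. Arrays centred on their medians gave 1112 higher and 14480 lower, 5 short-chain dehydrogenases and 22 C-type lectins, where the step moves the median log2 fold change of all probe sets to -0.14, and values at the floor with it. A further quantile normalization gave 814 lower. Without probe sets that can match several transcripts, where fewer are tested, 300 were higher and 99 lower at an adjusted p under 0.05, 47 probe sets and 44 genes were at least 3-fold lower, and 70 named genes were called.

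By a t-test with unequal variances on linear values, 193 probe sets and 170 genes were at least 3-fold higher, 49 and 38 lower, and 28 detoxification genes higher. At a fold of at least 2, by its own construction wider, 576 probe sets and 495 genes were higher and 163 and 132 lower. With an estimated correlation camera called 0 of 50 lists, against 23 with the preset one, and 0 of these 23 hold. With fry, which does not compare a list to other genes, 31 were called, 20 of these 23 in the same direction and 11 others, the lysozymes, saposin-like genes, short-chain dehydrogenases and C-type lectins among them.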

Differences from the paper's values

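The percentages of genes and of probe sets higher, and the 3 settings named last for the percentage, were chosen after seeing the values.

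The paper reports that 125 genes were induced more than 50-fold, and 51 genes were at least 50-fold higher at an unadjusted p under 0.025 here. None of the alternatives set before the data were examined comes within 1.5 times of 125, and their counts lie between 35 and 54. The paper's other figure for genes activated 50-fold or more, 57, lies within 1.5 times of 51. Table S1 itself holds 56 probe sets with 55 gene names at that fold.

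The paper gives the response as about 1.3% of the genes, without the number of genes it was taken over. Here 2.06% of 17118 genes changed at least 3-fold in either direction, and 1.66% were higher, a reading added after seeing the values that is the nearer counterpart and lies within 1.5 times of the paper's value. Counted in probe sets, also after seeing the values, 1.47% of those tested were higher, and the 288 higher ones of Table S1 are 1.29% of the 22250 sequences that the paper gives for the array, so a count of probe sets brings the values closer, while the results text speaks of genes and leaves open only what they were divided by. Of the alternatives set before the data were examined, those with a mean log2 value of at least 5 (1.71%), arrays centred on their medians (1.95%), no probe sets that can match several transcripts (1.52%), unequal variances on linear values (1.22%), unequal variances on log2 values (1.86%), equal variances on linear values (1.76%) and an adjusted p under 0.05 at the same fold (1.69%) lie within 1.5 times of it for genes changed in either direction. The block, the arrays left out 1 at a time, the variance model without the trend, the further quantile normalization, the mean of all probe sets, equal variances on log2 values, the ratio of arithmetic means and the fold of at least 2 do not. For genes higher alone, all of these alternatives lie within 1.5 times of the paper's value, between 0.993% and 1.68% (1.63% with the block, 1.53% to 1.68% without 1 array in turn, 1.52% after the further quantile normalization, 1.58% by the mean of all probe sets), except the fold of at least 2 (2.89%). Of the settings chosen after seeing the values, the block over a mean log2 value of at least 5 (1.71%), values under 32 set to 32 (1.68%) and the methods' t-test with arithmetic folds (1.74%) also do, and they drop 48, 50 and 1 of the 355 probe sets of Table S1.

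Table S1 is described as holding P values under 0.025, and 1 of its 355 values is 0.026.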

Other observations

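The tests of neighbouring genes were chosen after the gene names of Table S1 and the top genes of the fit had been seen.

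Components of the p38 MAP kinase pathway, which the paper studies with mutants, were measured on these arrays. Of 10 genes of this list, 2 rose and none fell at an adjusted p under 0.05 from limma, and the same when adjusted over the list alone. *tir-1*, which encodes the adaptor at the top of the cascade, was at 57.8 ± 8.64 (SD, n = 3) in DMSO and 203 ± 22.7 (SD, n = 3) in RPW-24, a log2 fold change of 1.82 (standard error 0.15, adjusted p = 0.00912 from limma), and *vhp-1*, a MAP kinase phosphatase, had a log2 fold change of 1.15 (standard error 0.11, adjusted p = 0.0128 from limma). *pmk-1*, *sek-1* and *atf-7* did not pass, with log2 fold changes of -0.01 (95% confidence interval -0.23 to 0.20), 0.14 (-0.16 to 0.44) and 0.00 (-0.24 to 0.24). Without 1 array in turn, 1 to 2 genes of the list rose. In the blocked fit the adjusted p of *tir-1* and *vhp-1* were 0.114 and 0.0872. The list had an adjusted p = 0.0116 from camera and an adjusted p = 0.151 with an estimated correlation.

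Few members of other stress and metabolic groups passed, which does not show that the rest were unchanged. Of 9 genes of the mitochondrial stress response, limma called 0 at an adjusted p under 0.05, with 2 lower at an unadjusted p under 0.05 by limma and by the methods' t-test. Of 18 oxidative stress genes 2 fell, *gst-4* and *sod-2*, the latter with a log2 fold change of -0.23 (adjusted p = 0.0344 from limma), with 1 higher and 2 lower when adjusted over the list alone, and with the letter as a block the adjusted p were 0.192 and 0.19 from limma. Of 23 *pals* genes, known from the response to intracellular pathogens, limma called 0 at an adjusted p under 0.05 and 1 higher at an unadjusted p under 0.05, as did the methods' t-test, but 2 of them had a mean log2 value of at least 5. Of 40 acyl-CoA dehydrogenase and synthetase genes, 1 rose and 2 fell (1 and 3 adjusted over the list alone), with *acdh-2*, of fatty acid oxidation, at 756 ± 53.9 (SD, n = 3) in DMSO and 81.8 ± 30.9 (SD, n = 3) in RPW-24, a log2 fold change of -3.28 (standard error 0.32, adjusted p = 0.0139 from limma), and an adjusted p of 0.0953 with the letter as a block, where limma called 0 of the 40, against 6 higher and 7 lower at an unadjusted p under 0.05 without it and 4 and 5 by the methods' t-test.

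The genes at least 3-fold higher tend to lie next to each other on the chromosomes. The pairs had not been counted when the test was written. By gene order in assembly WBcel235, 284 of 17085 measured and placed genes form 41 neighbouring pairs, against a mean of 4.68 and a highest value of 14 in 10000 random gene sets of the same size (permutation p = 0.0001, the smallest these sets can give). The longest runs are *F35E12.6*, *F35E12.5* (*irg-5*), *F35E12.9*, *F35E12.10*, *cld-9* and *F20G2.1*, and *ugt-9*, *ugt-10*, *ugt-67*, *ugt-8*, *ugt-14* and *ugt-13*, with 6 genes each, and these genes were singled out after the counts were seen. Without the probe sets that can match several transcripts the *ugt* run stays at 6, the other falls to 3 (*F35E12.6*, *F35E12.5* and *F35E12.9*), and of 3 runs of 4 genes only that from *cyp-35A5* to *cyp-35B3* is left. Random placement among all measured and placed genes did not give so many pairs. The random sets also held genes too dim to be called, and sets matched for level were not drawn. Chance placement among brighter genes was therefore not tested. Probe sets shared by paralogs are not the whole cause, since 29 pairs stay in the count without the probe sets that can match several transcripts. Sets drawn from the 13595 genes that stay measured gave a random mean of 2.77 and a highest of 11. Neighbouring members of a family may be induced together, a hypothesis noticed in these data, and cross-hybridisation between them was not tested. The 68 genes at least 3-fold lower form 3 pairs, against a random mean of 0.266 (permutation p = 0.003).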
